# Sensory Nerve‐Derived CGRP Controls Osteoclastogenesis by Limiting Macrophage Bioenergetics in Bone Repair

**DOI:** 10.1002/advs.202518303

**Published:** 2026-03-01

**Authors:** Jiaying Liu, Ting Zhang, Yuqing Mu, Lili Li, Ju Jin, Kevin J Dudley, Wendong Gao, Donglin Cai, Fuhua Yan, Lan Xiao, Yin Xiao

**Keywords:** bone repair, CGRP, immunometabolism, neuro–immune interaction, osteoclastogenesis, osteoimmunology, regenerative medicine

## Abstract

Bone healing is a tightly orchestrated, multiphase process that requires coordinated interactions between immune cells and skeletal cells. Sensory nerves act as intrinsic effectors of the inflammatory response, whose role in osteoimmunology during healing remains poorly defined. Using a bone healing model with sensory denervation, it's shown that sensory nerves protect bone repair by suppressing excessive osteoclastogenesis. During the acute inflammatory phase, sensory nerves are upstream regulators of macrophage activation. At the molecular level, calcitonin gene‐related peptide (CGRP), a sensory neuron–derived neuropeptide, is identified to modulate macrophage activation by restricting key functions such as migration, phagocytosis, and pro‐inflammatory cytokine production. Importantly, CGRP rapidly constrains adenosine triphosphate (ATP) synthesis and mitochondrial respiration in activating macrophages, accompanied by downregulation of genes associated with oxidative phosphorylation and mitochondrial complex components. Following the metabolic alterations, macrophages exposed to CGRP show attenuated osteoclastogenic capacity, with decreased secretion of multiple key factors that support osteoclast differentiation and survival. Together, these findings indicate a neuro–immune–metabolic axis in bone healing, where sensory nerve–derived CGRP influences macrophage bioenergetics and thereby contributes to osteoimmunoligical regulation. It emphasizes the potential of incorporating sensory signals into therapeutic strategies, particularly those targeting immunometabolism in bone regeneration.

## 1 Introduction

Bone is a rigid but dynamically remodeling organ that supports the skeletal system and provides the foundation for physical activities [1]. Even though bone has endogenous regenerative capacity, delayed, inadequate, or failed bone healing still occurs and significantly affects global populations [2, 3]. In 2019, the Years Lived with Disability (YLD) caused by fractures alone were reported at 25.8 million among all ages, despite many other causes of bone defects [4]. In fact, successful bone healing is often challenged by multiple factors, as the process is highly orchestrated and relies on the integration of diverse biological signals [1, 2]. Despite advances in regenerative medicine, approaches that enable efficient and precise control of bone healing remain limited, largely due to insufficient understanding of the intrinsic biological signals that govern the bone healing cascade [5].

Bone healing is initiated and driven by inflammation, which establishes the reparative microenvironment in the early phase [6]. At the onset of the healing cascade, necrotic debris, clot formation, and potential microbial invasion collectively trigger an inflammatory response [6]. Guided by chemotactic signals, innate immune cells are rapidly recruited to the wound site, where they clear cell debris and infectious organisms while simultaneously regulating bone forming/remodeling cells (e.g. osteoblasts and osteoclasts) through amplified downstream signals [5]. The reciprocal interaction between immune cells and bone cells laid the foundation for the field of “osteoimmunology” [7]. In the context of bone repair, for instance, excessive release of pro‐inflammatory cytokines such as TNFα and IL‐1β suppresses osteoblast differentiation while promoting osteoclastic survival and bone resorption [7, 8]. Thus, the well‐coordinated inflammatory response is decisive for bone repair outcomes. However, the inflammatory response is shaped not only by many pathological conditions (e.g. diabetes) but also by physiological intrinsic signals (e.g. neural molecules, hormones, lipid mediators) that remain underexplored [9, 10, 11, 12, 13

Insights from neuroimmunology suggest that sensory neurons are more than passive detectors of stimuli, but also actively regulate innate immunity [14, 15, 16]. Once activated, sensory neurons generate electrical impulses (action potential) that travel towards nearby peripheral nerve terminals via the axon reflex [14]. This rapid mechanism enables sensory neurons to release neuropeptides such as calcitonin gene‐related peptide (CGRP) directly into the affected region, thereby modulating neighboring cells. However, studies have reported diverse immunomodulatory effects of sensory neurons, ranging from pro‐inflammatory to anti‐inflammatory, depending on the specific neural molecules involved and the biological context (e.g., different organs and disease models) [16, 17, 18, 19, 20, 21, 22, 23]. This variability highlights that the immunomodulation of sensory nerves is likely tissue‐specific and shaped by distinct physiological and pathological conditions.

Despite these advances, the role of sensory nerves in osteoimmunology, the immune–bone cell interactions that drive the sequential dynamics of bone healing, remains unclear. While mineralized bone tissue itself lacks sensory innervation, nerve fibers are present in the periosteum, Haversian canals, and bone marrow [19, 24, 25]. As efficient intrinsic regulators of immune responses, sensory nerves could play a significant role in modulating immune cell behavior and thereby influence the bone healing cascade as the upstream signaling elements. Therefore, the present study aims to uncover the role of sensory nerves in osteoimmunology during bone healing. These insights not only advance fundamental understanding of bone biology but may also inspire innovative clinical strategies to enhance regenerative outcomes.

## 2 Results

### 2.1 Sensory Nerve Ablation Impairs Bone Healing with Exacerbated Osteoclastogenesis

To investigate the general role of sensory nerves in bone repair, we established a bone defect model combined with sensory nerve ablation by performing transection of the inferior alveolar nerve, which provides sensory innervation to the mandible (Figure 1A). Simultaneously, a standardized periodontal bone defect was created on the mandible. After 3 weeks of healing, sensory nerve ablation markedly impaired bone regeneration, resulting in reduced bone volume and compromised bone quality (Figure 1B). Micro‐computed tomography (CT) measurements revealed significantly lower bone volume fraction (BV/TV), decreased trabecular number (Tb. N) and increased trabecular separation (Tb. Sp) in sensory‐denervated bone defects compared with controls (Sensory nerve^+^) (Figure 1D). Histology confirmed these findings, showing inferior bone quality and comparatively disorganized collagen fibers at the interface between the periodontal ligament (PDL) and newly formed bone (NB) in the sensory‐denervated group (Figure 1C).

**FIGURE 1:**
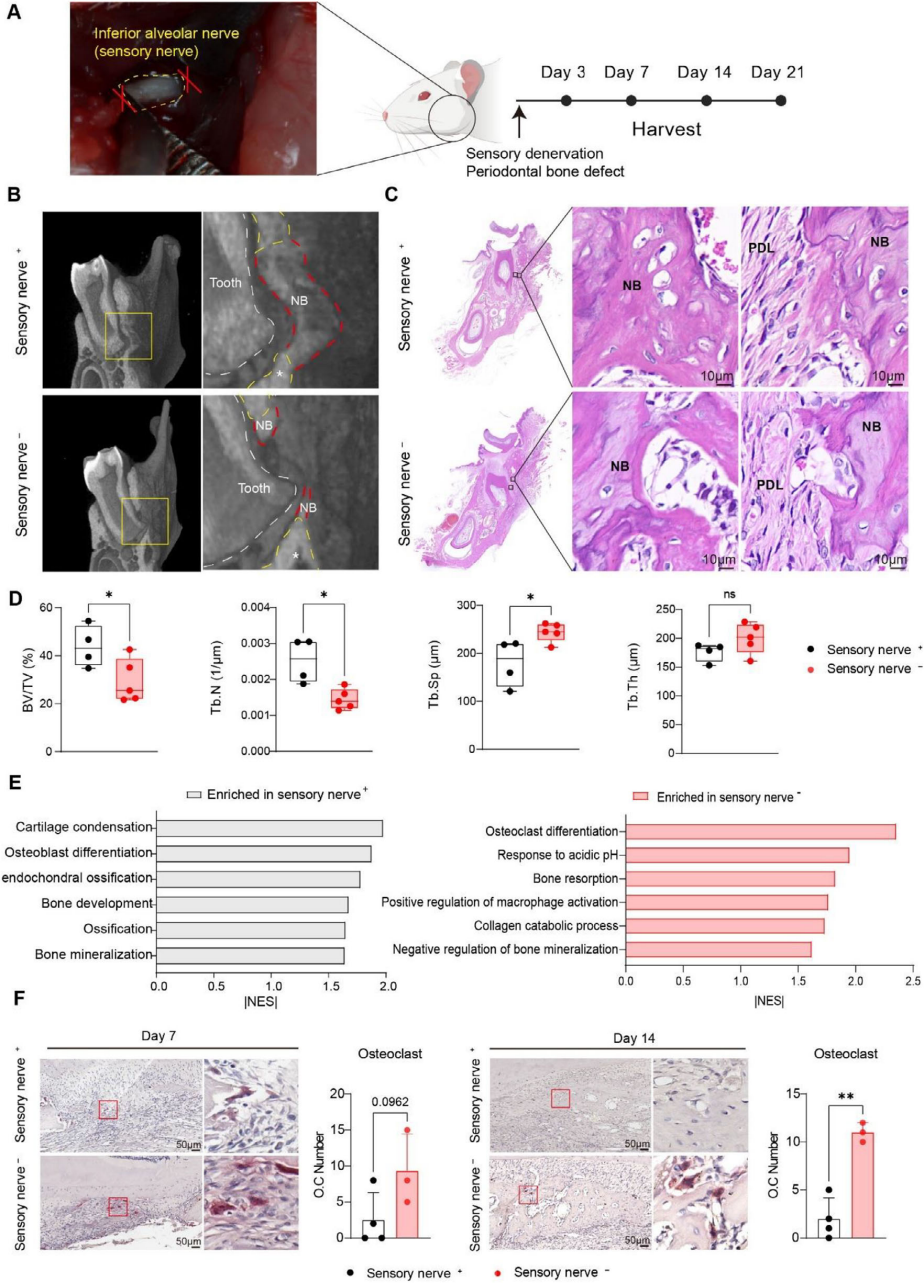
Sensory denervation impairs bone healing by inducing excessive osteoclast activity. (A) Schematic illustration of the experimental design regarding animal work, with the picture (left) showing the exposed sensory nerve prior to transection. (B) Representative images from micro‐CT 3D reconstruction showing new bone (NB, red) and pre‐existing bone (*, yellow) after 3 weeks of healing in the sensory nerve^+^ group and the sensory nerve^−^ group. (C) Representative H&E staining after 3 weeks of healing in the sensory nerve+ group and the sensory nerve^−^ group, showing the overview of rat mandibles, followed by high‐magnification images exhibiting newly formed bone (NB) and Sharpey's fibers at the periodontal ligament (PDL)‐newly formed bone (NB) interface. (D) Quantitative micro‐CT analysis of bone volume fraction (BV/TV), trabecular number (Tb. N) and higher trabecular separation (Tb. Sp) in sensory nerve^+^ and sensory nerve^−^ groups after 3 weeks of healing. ^*^ *P < *0.05 by Student's *t* test, *n* = 4 to 5 per group. (E) Gene set enrichment analysis (GSEA) of RNA‐seq data regarding healing tissue from day 7 post‐surgery, exhibiting biological processes enriched in each group. *P* < 0.05, *n* = 4 per group. NES, normalized enrichment score. (F) Representative images of TRAP staining identifying osteoclasts in bone defects on day 7 and day 14, corresponding quantification of TRAP^+^ osteoclast numbers at each time point in each group. ^**^ *P < *0.01 by Student's *t* test, *n* = 3 to 4 per group. Dots represent individual animals. Data are presented as means ± SD.

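Healing tissue was collected 7 days after a standardized periodontal bone defect had been made in the rat mandible. The inferior alveolar nerve, a sensory nerve of the lower jaw, was either left intact (sensory nerve+ group) or transected (sensory nerve− group). RNA from 4 rats per group was sequenced on the DNBSEQ platform. Reads of low quality, with adapter or with many unknown bases were removed, and the remaining reads were aligned to the rat genome mRatBN7.2 with HISAT. The authors deposited an expected count of reads for each of 20022 genes, of which 37.0% of the values were whole numbers; the paper's text does not name the program that counted them. All values were rounded to whole numbers before testing. The sensory nerve− samples of day 7 were in a table of their own that held 0 sensory nerve+ samples, so a difference between the tables cannot be told apart from the transection. The tables listed the same genes in the same order. Counts per rat ranged from 15331439 to 18072057 (median 17268466) in the sensory nerve+ group and from 16080421 to 18092134 (median 17289435) in the sensory nerve− group. They were normalized by TMM (trimmed mean of M values), genes with too few counts were removed by filterByExpr, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 14716 genes tested, 0 had an adjusted p under 0.05, and the smallest adjusted p from edgeR was 0.9997. An unadjusted p under 0.05 was found for 215 genes (1.46%), of which 63 were higher in the sensory nerve− group. In 112 genes (0.761%) the 4 rats of one group did not overlap with the 4 rats of the other, and chance alone gives 2.86%. DESeq2 moved this result most and called 1 gene, with 374 genes at an unadjusted p under 0.05. With each rat left out in turn, 0 genes were called, with 59 to 1604 genes at an unadjusted p under 0.05. Rats with the same replicate number in the labels deviated from their group means with a correlation of 0.147, against −0.0515 for rats with other numbers (3 of 24 pairings as high, one-sided exact permutation test, p = 0.125). With the replicate number as a block, edgeR called 0 genes, with 193 at an unadjusted p under 0.05. In counts simulated at the same depth and spread, edgeR recovered 85% of 200 genes that were changed by a log2 fold change of 3, among 14576 genes. Smaller differences in single genes may not be detectable with 4 rats per group.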

To gain mechanistic insights, RNA‐sequencing (RNA‐seq) of healing tissues at day 7 revealed distinct transcriptional features between sensory nerve^+^ and sensory nerve^−^ groups. 

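Lists of genes written in advance stood in for the biological processes of the Gene Ontology, which was not used here. The genes of 14 lists were compared with all other genes by camera, the competitive gene set test of limma and edgeR, at an inter-gene correlation of 0.01. Fold changes are given for sensory nerve− over sensory nerve+. The osteoblast list held 20 tested genes of osteoblast differentiation and mineralization, among them Runx2, Sp7, Alpl and Ibsp. Its median log2 fold change was −0.51, and 19 of the 20 genes were lower in the sensory nerve− group (camera in edgeR, adjusted p = 0.00017 over the lists). The mean log2 CPM (counts scaled to equal library size) of the list was 5.15 ± 0.842 (SD, n = 4 rats) in the sensory nerve− group and 5.61 ± 0.928 (SD, n = 4) in the sensory nerve+ group. The ranges, 3.90 to 5.71 and 4.31 to 6.44, overlapped. Sensory nerve− replicate 1 had the lowest value of its group, and the others lay between 5.48 and 5.71. Leaving out 1 rat moved this result most: over the 8 such fits the median log2 fold change lay between −0.88 and −0.12 (edgeR and camera, adjusted p between 3.45e-09 and 0.505), and 6 of them had an adjusted p under 0.05. Over the alternatives that keep all rats, the adjusted p ranged from 1.05e-08 to 0.359 (edgeR and camera), the upper end from an inter-gene correlation estimated from the rats. Throughout, ranges over the alternatives do not include the fits with 1 rat left out in turn. At day 7 all fits in the ranges keep every rat. At day 3 and between days, the fit with the replicate number as a block drops a rat without a same-numbered partner. The ranges also leave out the gene set variation score per rat with an exact permutation test. The smallest p of this exact permutation test with 4 rats per group is 0.0286. At least 8 of the 14 lists would have to reach it for an adjusted p under 0.05. With the replicate number as a block, the median log2 fold change was −0.41 (edgeR and camera, adjusted p = 1.05e-08). In a fit of all 23 rats it was −0.38 both without and with scores of muscle, tooth, epithelium and Schwann cell genes as covariates (edgeR and camera, adjusted p = 0.0013 and 0.00229). These covariates were chosen after the data had been seen. They moved the median of a cartilage list from −0.88 to −0.20 and that of an osteoclast list from 0.86 to 0.38. For the osteoblast list, this argues against a share of these tissues as the cause, and other tissues were not scored. The 3 genes with the smallest p in the list were Alpl, Dlx5 and Sp7, and none of them had an adjusted p under 0.05. Alpl, which encodes alkaline phosphatase, had 69.6 ± 39.7 CPM (SD, n = 4) in the sensory nerve− group and 246.1 ± 220.4 CPM (SD, n = 4) in the sensory nerve+ group, a log2 fold change of −1.82 (SE 0.792, adjusted p = 0.9997 from edgeR). The log2 fold changes of Dlx5 and Sp7 were −2.03 (SE 0.930) and −1.70 (SE 0.842), and that of Runx2 was −0.16 (SE 0.375). The cartilage list, with 15 tested genes of endochondral ossification, had a median log2 fold change of −0.66 with 14 genes lower (camera in edgeR, adjusted p = 4.17e-06, and 2.07e-09 to 0.312 over the alternatives). The list had a mean log2 CPM of 2.11 ± 0.450 (SD, n = 4) in the sensory nerve− group and 2.97 ± 0.627 (SD, n = 4) in the sensory nerve+ group. The median was −1.01 with the replicate block, −0.88 in the fit of all 23 rats and −0.20 there with the tissue covariates (edgeR and camera, adjusted p = 2.07e-09, 1.99e-05 and 0.0618). With each rat left out in turn, 8 of 8 fits had an adjusted p under 0.05. Col2a1, the collagen of cartilage, had 2.01 ± 0.846 CPM in sensory nerve− rats and 21.7 ± 20.4 CPM in sensory nerve+ rats (SD, n = 4 each). Its log2 fold change was −3.43 (SE 0.707, adjusted p = 0.9997 from edgeR and 0.00441 from DESeq2), without overlap between the rats.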

By comparing gene set enrichments from healing tissue with or without sensory innervation, tissues with intact sensory innervation were enriched in biological processes associated with osteoblast differentiation, ossification and bone mineralization (Figure 1E). In contrast, sensory‐denervated tissues exhibited enrichment in pathways linked to osteoclast differentiation, bone resorption, and collagen catabolism (Figure 1E). 

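The osteoclast list held 18 tested genes, among them Acp5, which encodes tartrate-resistant acid phosphatase (TRAP), Ctsk, Nfatc1 and Tcirg1. Its median log2 fold change, sensory nerve− over sensory nerve+, was 0.86, and 16 of the 18 genes were higher in the sensory nerve− group (camera in edgeR, adjusted p = 4.89e-06, and 3.22e-09 to 0.359 over the alternatives). The mean log2 CPM of the list was 6.58 ± 1.15 (SD, n = 4 rats; 5.09 to 7.90) in the sensory nerve− group and 5.99 ± 0.8001 (SD, n = 4; 4.90 to 6.70) in the sensory nerve+ group. The difference was smaller than the spread between the rats of the sensory nerve− group. The upper end comes from the estimated inter-gene correlation. With the replicate block, the median was 0.68 (edgeR and camera, adjusted p = 2.05e-05), and in the fit of all 23 rats it was 0.86 without and 0.38 with the tissue covariates (edgeR and camera, adjusted p = 7.37e-06 and 0.0648). With each rat left out in turn it lay between 0.17 and 1.19, and 7 of the 8 fits had an adjusted p under 0.05. Acp5 had 1049.2 ± 1122.7 CPM (SD, n = 4) in the sensory nerve− group and 458.2 ± 358.1 CPM (SD, n = 4) in the sensory nerve+ group, a log2 fold change of 1.20 (SE 0.914, adjusted p = 0.9997 from edgeR). The genes of the list with the smallest p were Nfatc1 (log2 fold change 0.52, SE 0.284), Ostm1 (0.56, SE 0.334) and Tcirg1 (0.97, SE 0.589). None of the 3 had an adjusted p under 0.05 in edgeR. The collagen degradation list, 20 matrix metalloproteinases, cathepsins and related genes, had a median log2 fold change of 0.48 with 13 genes higher in the sensory nerve− group (camera in edgeR, adjusted p = 0.0021, and 0.000282 to 0.362 over the alternatives). Its mean log2 CPM was 6.56 ± 0.786 and 6.20 ± 0.341 (SD, n = 4 each) in the sensory nerve− and sensory nerve+ groups. The median was 0.46 with the replicate block, 0.49 in the fit of all 23 rats and 0.34 there with the tissue covariates (edgeR and camera, adjusted p = 0.00997, 0.00116 and 0.0524). Of the 8 fits with 1 rat left out, 6 had an adjusted p under 0.05. Mmp3 had 21.5 ± 25.0 CPM against 5.03 ± 2.43 CPM (SD, n = 4 each), a log2 fold change of 2.08 (SE 0.884, adjusted p = 0.9997 from edgeR). Ctsl and Pepd had log2 fold changes of 0.73 (SE 0.349) and 0.49 (SE 0.249). The paper then counts RUNX2+ cells and osteoclasts in tissue sections, given the central roles of osteoblasts and osteoclasts in bone remodeling. It finds the rise in osteoclasts earlier and larger than the loss of RUNX2+ cells, and proposes that impaired healing after loss of the sensory nerve is due mainly to increased osteoclastogenesis.

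**Figure D1:**
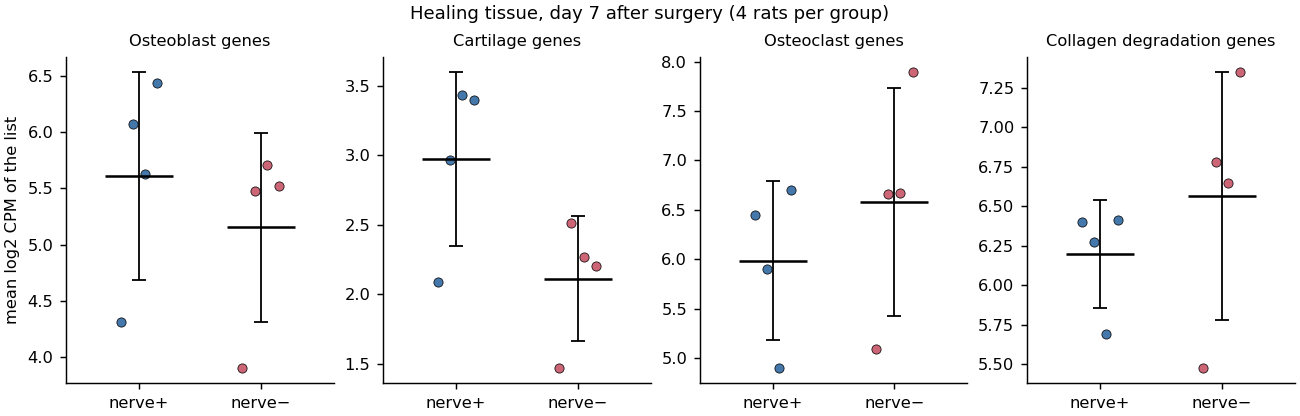
Mean log2 CPM of the genes of 4 lists (osteoblast, cartilage, osteoclast and collagen degradation) in the healing tissue of each rat at day 7, with sensory nerve+ and sensory nerve− rats side by side. Each point is 1 rat, and lines and bars give the mean ± SD of 4 rats. The groups overlap in every panel, with osteoclast means of 5.99 and 6.58 and osteoblast means of 5.61 and 5.15.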

Given the central roles of osteoblasts and osteoclasts in bone remodeling, we further quantified their numbers by histological analysis. Although a reduction in RUNX2^+^ cell numbers was observed in sensory nerve^−^ group at day 14 (Figure S1), the increase in osteoclast numbers was more prominent and appeared as early as day 7, persisting through day 14 (Figure 1F). Collectively, these findings suggest that impaired bone healing following sensory nerve ablation is predominantly attributable to exacerbated osteoclastogenesis.

### 2.2 Sensory Nerves Regulate Macrophage Behavior in the Acute Inflammatory Phase

Sensory nerves possess the capacity to regulate innate immune responses. To explore the association between sensory nerve function and acute inflammation, we compared transcriptional profiles of healing tissues with intact sensory nerves (sensory nerve^+^) at different time points (Figure 2A). 

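Healing tissue of sensory nerve+ rats was also sequenced at day 3 (3 rats) and day 14 (4 rats), and day 3 was compared with the 4 rats of day 7 and with those of day 14. The expected counts of all sensory nerve+ rats were deposited by the authors in 1 table. Counts per rat ranged from 17948215 to 18269414 at day 3 (median 17950809) and from 15917473 to 17782819 at day 14 (median 16798028). In the 4 sensory nerve− rats of day 3 they ranged from 17830593 to 18742274 (median 18296368). The hemoglobin gene Hba-a1 took between 19741 and 4269140 counts among the 23 rats of the study, and up to 23.4% of the counts of a rat. Between day 3 and day 7, edgeR called 1002 of 15016 genes at an adjusted p under 0.05, with 269 higher and 733 lower at day 3. The log2 fold change of 830 of them was above 1 in size, and 3718 genes had an unadjusted p under 0.05. Between day 3 and day 14, 871 of 15065 genes were called, with 465 higher and 406 lower at day 3. Of these, 603 had a log2 fold change above 1 in size, and 4242 genes had an unadjusted p under 0.05. The rats of the days did not overlap in 3715 genes (24.7%) and in 3722 genes (24.7%), where chance gives 5.71%. DESeq2 called 2750 and 3409 genes in the 2 comparisons. With the replicate number as a block, edgeR called 43 between day 3 and day 7 and 0 between day 3 and day 14, with 1852 at an unadjusted p under 0.05 in the latter. This fit drops replicate 4 of the later day, which has no same-numbered rat at day 3, so it compares 3 rats with 3. Scaling by the library total gave 72 higher and 507 lower against day 7, and 189 higher and 358 lower against day 14, where it turned the balance around. With each rat left out in turn, 254 to 1547 genes were called against day 7 and 0 to 3133 against day 14, with 2994 to 5601 at an unadjusted p under 0.05 in the latter. Adding a score of muscle genes as a covariate, a fit of all 23 rats chosen after the data had been seen, left 0 genes called between day 3 and day 7, with 1875 at an unadjusted p under 0.05. This score lay between 0.998 and 2.13 in the sensory nerve+ rats of day 3 and between 8.07 and 10.2 in those of day 7, so it stands for the day itself, and the fit cannot tell tissue from day. Among the genes without overlap, Rrm2, a subunit of ribonucleotide reductase, had 105.6 ± 36.5 CPM (SD, n = 3) at day 3 and 17.4 ± 1.58 CPM (SD, n = 4) at day 7, a log2 fold change of 2.60 (SE 0.255, adjusted p = 0.00343 from edgeR). Slc39a8 and Mybl2 were higher at day 3 by log2 fold changes of 2.09 and 2.16 (adjusted p = 0.00367 and 0.00618 from edgeR). Cryab, a small heat shock protein of muscle, had 2.27 ± 0.380 CPM (SD, n = 3) at day 3 and 188.5 ± 41.1 CPM (SD, n = 4) at day 7, a log2 fold change of −6.38 (SE 0.279, adjusted p = 0.000505 from edgeR). Ckmt2 and Ankrd23 had log2 fold changes of −7.04 and −7.33. Against day 14, Il18 had 46.3 ± 0.689 CPM (SD, n = 3) at day 3 and 11.4 ± 0.908 CPM (SD, n = 4) at day 14, a log2 fold change of 2.02 (SE 0.131, adjusted p = 0.0154 from edgeR). Plod2 and Npl were higher at day 3 by 2.05 and 1.79, and Tspan8, Sox10 and Chrdl2 had log2 fold changes of −2.11, −7.98 and −3.41 (adjusted p = 0.0165 from edgeR for each of the 5). Each of these 6 genes was called in 3 of the 7 fits with 1 rat left out. The skeletal muscle list, 20 genes of the contractile apparatus, was lower at day 3 than at day 7 in 20 of 20 genes, with a median log2 fold change of −8.48 (camera in edgeR, adjusted p = 1.71e-41). Its gene Acta1 had 206 to 512 counts in the rats of day 3 and 52998 to 164553 in those of day 7.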

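Gene set variation analysis (GSVA) turns a list of genes into a score for each sample from the ranks of its genes. Scores of the 14 lists were computed for the 11 sensory nerve+ rats, and the 3 rats of day 3 were compared with the 8 rats of days 7 and 14 by a two-sided exact permutation test over 165 splits, whose smallest possible p is 0.00606. A list that reaches this p alone has an adjusted p of 0.0848, so 1 list by itself cannot pass 0.05 and at least 2 have to reach the smallest p. Of the 14 lists, 1 reached it and 0 had an adjusted p under 0.05. The sensory neuron list, with Trpv1, Scn9a, P2rx3, Nefh and Tubb3 among its genes, scored −0.135 ± 0.304 (SD, n = 3) at day 3 and 0.0798 ± 0.313 (SD, n = 8) at days 7 and 14, a difference of −0.215 (exact permutation test, p = 0.333, adjusted p = 0.467). The leukocyte activation list, with Ptprc, Itgam, Btk and Cd44, scored 0.319 ± 0.498 (SD, n = 3) and −0.155 ± 0.541 (SD, n = 8), a difference of 0.474 (exact permutation test, p = 0.206, adjusted p = 0.412). The acute inflammation list, with Il1b, Tnf, Cxcl1 and the gene of MCP-1, Ccl2, scored 0.430 ± 0.306 (SD, n = 3) and −0.202 ± 0.310 (SD, n = 8), a difference of 0.632 (exact permutation test, p = 0.0182, adjusted p = 0.113). The skeletal muscle list had the lowest p of the 14, with −0.662 ± 0.174 (SD, n = 3) against 0.384 ± 0.366 (SD, n = 8), a difference of −1.05 (exact permutation test, p = 0.00606, adjusted p = 0.0848). Leaving out 1 rat moved the GSVA differences of the first 2 lists most. Over the 11 such fits they ranged from −0.341 to −0.00863 for sensory neurons, from 0.321 to 0.768 for leukocyte activation and from 0.534 to 0.793 for acute inflammation (exact permutation tests, adjusted p between 0.0875 and 0.978). Over the alternatives that keep all rats of a day, the adjusted p of these lists ranged from 0.136 to 0.56 (exact permutation tests). In the comparison across all genes, the acute inflammation list was higher at day 3 than at day 7 in 25 of 27 genes, with a median log2 fold change of 1.49 (camera in edgeR, adjusted p = 1.81e-07, and 7.18e-15 to 0.724 over the alternatives). The leukocyte activation list was higher in 30 of 30 genes, with a median of 0.72 (camera in edgeR, adjusted p = 3.27e-06, and 3.64e-08 to 0.724 over the alternatives). The sensory neuron list was higher in 7 of 19 genes, with a median of −0.22 (camera in edgeR, adjusted p = 0.935, and 0.720 to 0.992 over the alternatives). Against day 14, the acute inflammation list was higher in 19 of 27 genes with a median of 1.07, leukocyte activation in 22 of 30 genes with 0.30, and sensory neurons in 9 of 21 genes with −0.22 (camera in edgeR, adjusted p = 0.0182, 0.0531 and 0.226). These ranged from 0.000304 to 0.691, from 0.0260 to 0.775 and from 0.205 to 0.768 over the alternatives. With each rat left out in turn, 7, 7 and 0 of the 7 fits against day 7 had an adjusted p under 0.05 for acute inflammation, leukocyte activation and sensory neurons, and 5, 2 and 1 of the 7 fits against day 14. Ccl7 was the acute inflammation gene with the smallest p against day 7, with 58.1 ± 39.8 CPM (SD, n = 3) at day 3 and 7.12 ± 4.05 CPM (SD, n = 4) at day 7, a log2 fold change of 3.02 (SE 0.602, adjusted p = 0.0325 from edgeR). Cxcl1 and Tnf were higher by 5.14 and 2.66 (adjusted p = 0.0356 and 0.0399 from edgeR). Of the sensory neuron genes, Trpv1 was lower at day 3, with a log2 fold change of −2.53 (SE 0.500, adjusted p = 0.0310 from edgeR), and Tubb3 was higher by 1.68 (SE 0.350, adjusted p = 0.0366 from edgeR). Btk, the leukocyte activation gene with the smallest p, was higher by 1.30 (SE 0.446, adjusted p = 0.128 from edgeR).

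**Figure D2:**
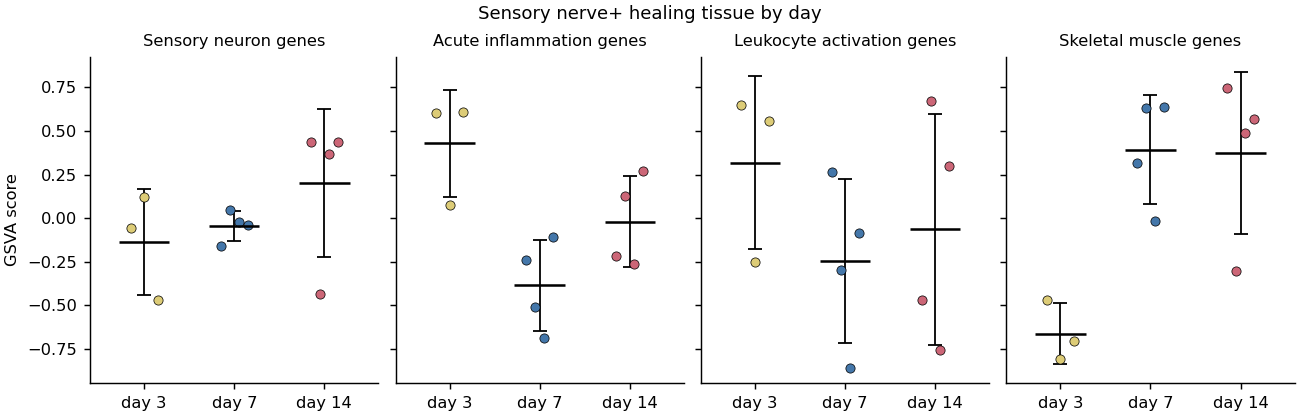
GSVA score of the sensory neuron, acute inflammation, leukocyte activation and skeletal muscle lists in sensory nerve+ rats at days 3, 7 and 14. Each point is 1 rat, and lines and bars give the mean ± SD of 3 rats at day 3 and of 4 rats at each later day. Rats of day 3 overlap with rats of the later days in the sensory neuron, acute inflammation and leukocyte activation panels.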

Gene enrichment analysis revealed that sensory perception and leukocyte activation (specifically MCP‐1 production and monocyte aggregates) were significantly enriched on day 3 compared with days 7 and 14, suggesting their functional association during the early phase of bone repair. (Figure 2B). 

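At day 3, 4 sensory nerve− rats were compared with 3 sensory nerve+ rats, all from the same deposited table. Of 14695 genes, edgeR called 0 at an adjusted p under 0.05 and 122 at an unadjusted p under 0.05, of which 38 were higher in the sensory nerve− group. In 252 genes (1.71%) the groups did not overlap, where chance gives 5.71%. The neuropeptide list held 22 tested genes for neuropeptides and their receptors. Its median log2 fold change, sensory nerve− over sensory nerve+, was −0.21, and 16 of the 22 genes were lower without the nerve (camera in edgeR, adjusted p = 0.0273, and 0.00436 to 0.233 over the alternatives). Its mean log2 CPM was 1.28 ± 0.287 (SD, n = 4) in the sensory nerve− group and 1.39 ± 0.205 (SD, n = 3) in the sensory nerve+ group, a difference smaller than the spread between rats. With all genes that had at least 1 count, the median was −0.19 (camera in edgeR, adjusted p = 0.0957). With each rat left out in turn, 3 of 7 fits had an adjusted p under 0.05 (camera in edgeR, adjusted p between 0.00849 and 0.577). Npy, the neuropeptide gene with the smallest p, had 245.8 ± 101.0 CPM (SD, n = 4) in the sensory nerve− group and 500.0 ± 159.4 CPM (SD, n = 3) in the sensory nerve+ group, a log2 fold change of −1.02 (SE 0.391, adjusted p = 0.99998 from edgeR). Prok2 and Npff had log2 fold changes of −1.08 and −0.49. Calca, a gene of CGRP, had 0 to 2 counts per rat in the sensory nerve+ group and 0 to 5 in the sensory nerve− group, too few for a comparison. The smallest number that can be told from 0 was taken as 3 counts. Calcb, the second CGRP gene, had 0, 7 and 0 counts in the sensory nerve+ rats and 4, 5, 41 and 0 in the sensory nerve− rats. Calcb thus passed this floor in rats of both groups, with the highest count without the nerve. Its spread within the groups leaves a difference in mRNA open. These are counts of mRNA in the tissue, and the peptide was not measured by them. The paper reports less CGRP by immunofluorescence after transection, and these counts do not test that. The transmitter release list held 27 genes of synaptic vesicles and their release such as Syt1 and Snap25. Its median log2 fold change was −0.11, with 16 genes lower without the nerve (camera in edgeR, adjusted p = 0.304, and 0.09998 to 0.820 over the alternatives). Of the 7 fits with 1 rat left out, 1 passed the threshold, that without sensory nerve+ replicate 1 (median −0.26, camera in edgeR, adjusted p = 0.00768), and the adjusted p of the others went up to 0.929. In 2 of the 7 fits the median had the other direction (up to 0.12). The rats had a mean log2 CPM of 1.57 ± 0.191 (SD, n = 4) in the sensory nerve− group and 1.67 ± 0.336 (SD, n = 3) in the sensory nerve+ group. Among the genes with the smallest p were Cacna1a (log2 fold change 0.81) and Rims1 (−2.04). The ranges over the alternatives at day 3 include a fit with the replicate number as a block, which drops sensory nerve− replicate 4. The sensory neuron list, with 19 tested genes, had a median of −0.32, with 14 genes lower without the nerve (camera in edgeR, adjusted p = 0.138, and 0.0156 to 0.774 over the alternatives). With 1 rat left out, 4 of 7 fits passed the threshold (camera in edgeR, adjusted p between 0.00944 and 0.904).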

On day 3, neurotransmitter secretion and the neuropeptide signaling pathway are enriched in the group with sensory nerves compared to the group without sensory nerves, supporting the possibility that sensory nerves regulate leukocyte activation through local release of neurotransmitters/neuropeptides in the acute inflammatory phase (Figure 2C).

**FIGURE 2:**
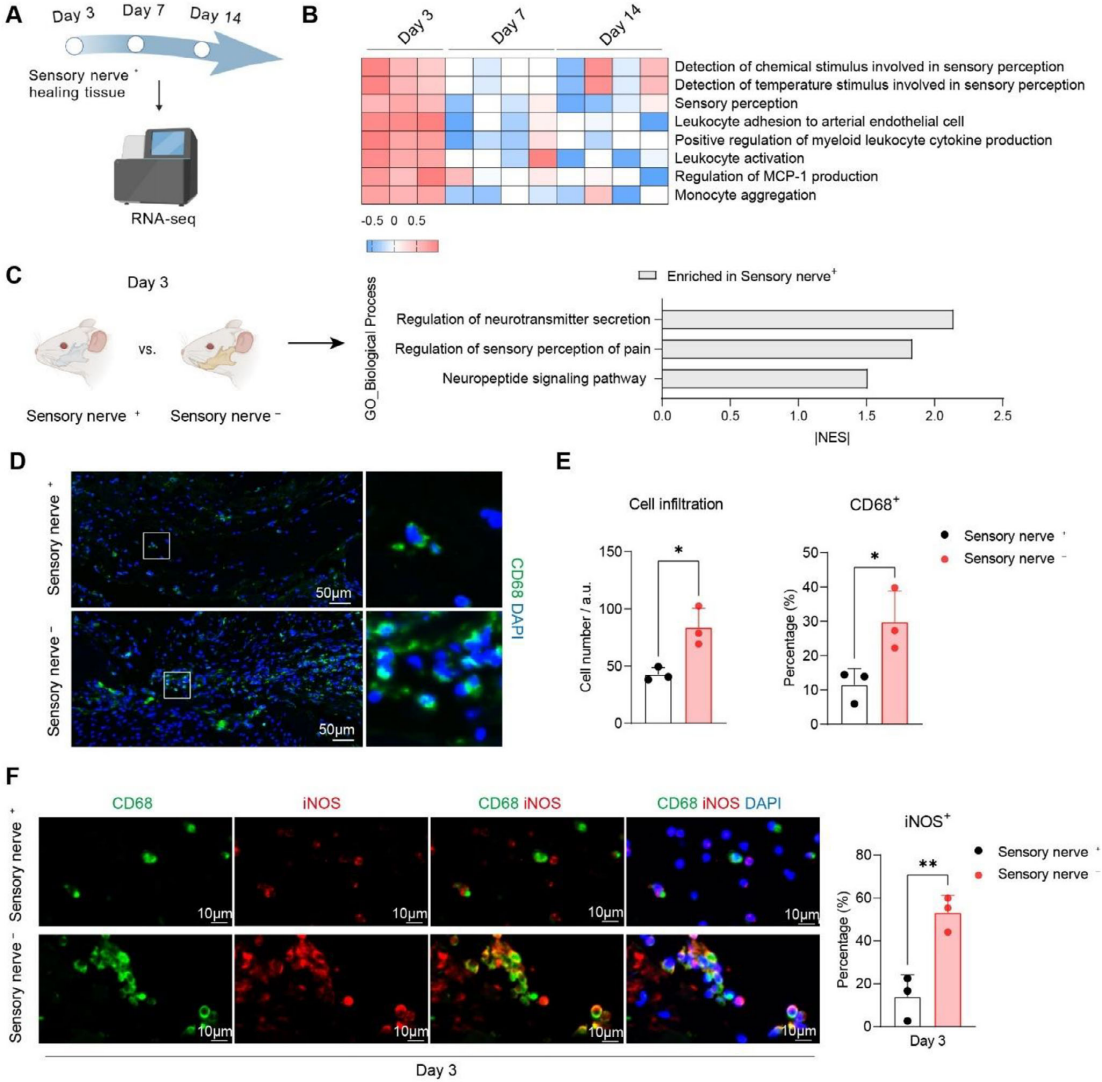
Sensory nerve‐derived signals regulate macrophage behavior in the acute inflammatory phase of bone repair. (A) Schematic illustration showing healing tissue in normally innervated bone at different time points was collected for RNA‐seq. (B) Heatmap of gene set variation analysis (GSVA) exhibiting gene sets distinctively enriched at day 3, compared to day 7 and day 14 during normally innervated bone healing. *P* < 0.05, *n* = 3 to 4 per group. The color represents normalized enrichment score. (C) Schematic illustration showing comparison of healing tissue on day 3 between the sensory nerve^+^ group and the sensory nerve‐ group by RNA‐seq, and GSEA demonstrating gene sets enriched in the sensory nerve^+^ group instead of the sensory nerve^−^ group. *P* < 0.05, *n* = 3 to 4 per group. NES, normalized enrichment score. (D) Representative immunofluorescence labelling of CD68^+^ macrophages, and corresponding quantification of total cell number and CD68^+^ macrophage percentage in the bone defect on day 3, comparing the sensory nerve^‐ ^group with the sensory nerve^+^ group. ^*^ *P < *0.05 by Student's *t* test, *n* = 3 per group. (E) Representative immunofluorescence co‐labelling the expression of CD68 and iNOS in bone defect on day 3 in the sensory nerve^+^ group and the sensory nerve^−^ group, as well as corresponding quantification of iNOS^+^ cell percentage. ^*^^*^ *P < *0.01 by Student's *t* test, *n* = 3 per group. Dots represent individual animals. Data are presented as means ± SD.

Osteoclasts originate from mononuclear precursors of the monocyte/macrophage lineage, whose recruitment increases over the days following bone injury. Given prior evidence linking sensory nerve activity to monocyte/macrophage recruitment and osteoclastogenesis, we next analyzed whether sensory innervation modulates macrophage activation and infiltration in bone healing. The results confirmed a significant increase in macrophage (CD68^+^) infiltration in the bone defect without sensory nerve on day 3 compared to the group with sensory nerve (Figure 2D,E). Additionally, the increase of macrophage infiltration was restricted to bone, including bone marrow and endosteum but not found in the distal segment of the transected nerve bundle (Figure S2). The recruited macrophages in sensory denervated bone defect showed strong co‐expression of iNOS (a marker for pro‐inflammatory phenotype of macrophages) (Figure 2F). Taken together, these findings indicate that sensory nerves help control macrophage recruitment and activation through local release of neural molecules in the acute inflammatory phase of bone repair.

### 2.3 CGRP Is Involved in Sensory Nerve‐Mediated Bone Healing

Next, we sought to identify the specific sensory nerve–derived signals involved in bone healing. By screening sensory neuron sequencing databases and literature, calcitonin gene‐related peptide (CGRP) emerged as the top candidate to account for our previous observations in vivo, owing to its reported reduction in tissue following sensory denervation and its capability to directly regulate macrophage behaviors reported during soft tissue healing [26]. Firstly, the wide expression of CGRP in primary sensory neurons isolated from dorsal root ganglions (DRG) was observed with strong localization in both cell bodies and axons (Figure 3A). To determine its relevance to bone repair, we tested its expression in periodontal tissue (attaching to bone) and confirmed that it is innervated by CGRP^+^ nerve fibers (co‐labeled with GAP43 as an axonal marker) (Figure 3B). Importantly, in the animal model, CGRP signals were barely detectable in the sensory denervated group compared to controls (Figure 3C). The quantification of CGRP immunofluorescence revealed the statistically significant decrease of CGRP level in sensory nerve^−^ bone defect compared to sensory nerve^+^ group at days 3,7 and 14 (Figure 3D). The correlation of decreased CGRP following sensory denervation indicates CGRP might be involved in sensory nerve‐mediated macrophage activation and bone healing in vivo.

**FIGURE 3:**
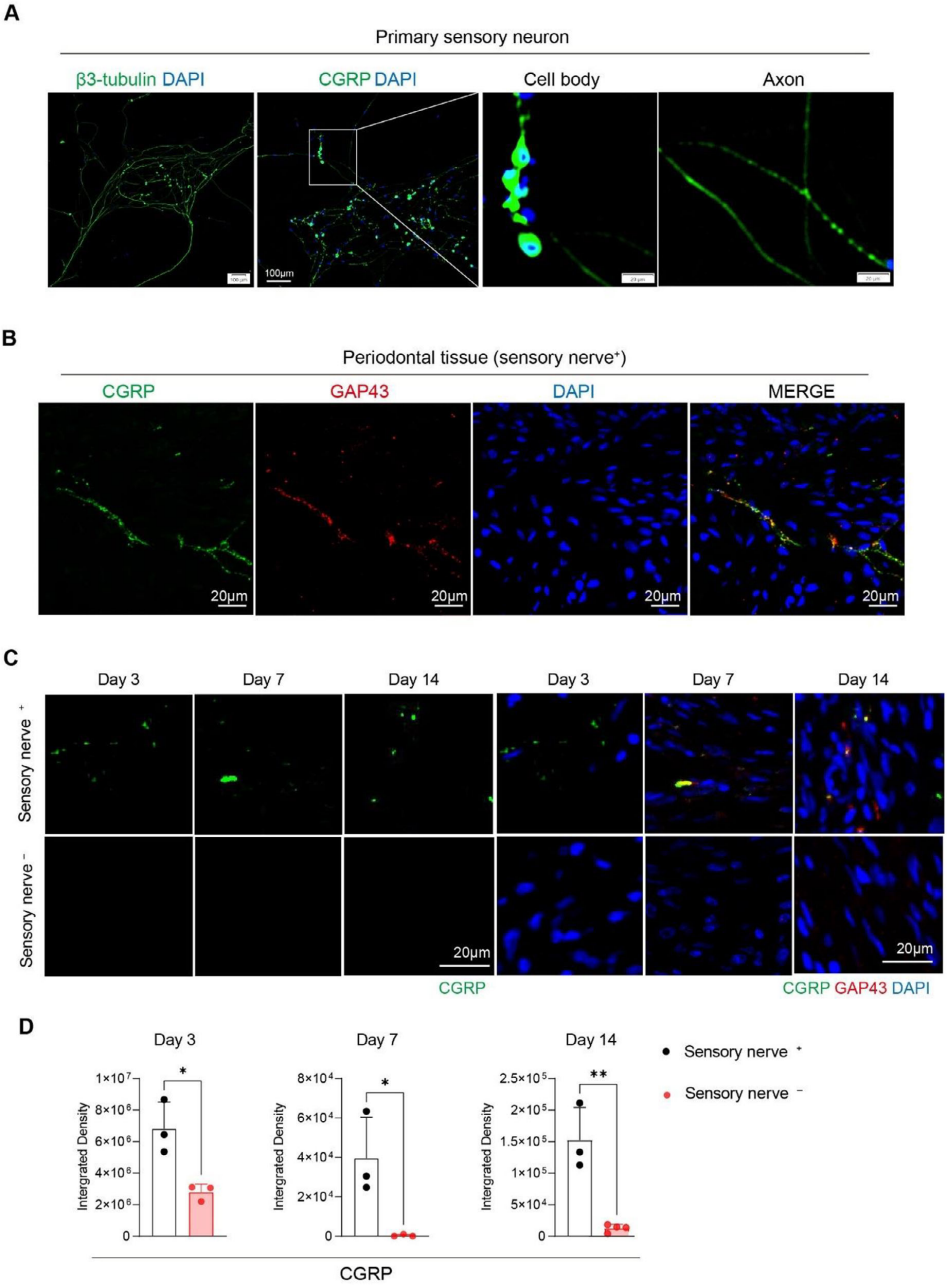
Reduced sensory neuron‐derived CGRP is involved in sensory nerve‐mediated bone healing. (A) Representative immunofluorescence images of primary sensory neurons isolated from dorsal root ganglion (DRG), showing β3tubulin representing neuronal cytoskeleton (left) and CGRP expression (right panel). (B) Representative immunofluorescence images co‐labelling CGRP and GAP43 (a marker for axons) in periodontal tissue adjacent to bone with intact sensory innervation. (C) Representative images of immunofluorescence co‐labelling of CGRP and GAP43 in bone defects on day 3, 7, and 14 post‐surgery from sensory nerve^+^ and sensory nerve^−^ groups. (D) Quantification of CGRP expression in bone defects of each group. ^*^ *P < *0.05, ^**^ *P < *0.01 by Student's *t* test, *n* = 3 to 4 per group. Dots represent individual animals. Data are presented as means ± SD.

### 2.4 Multiple Functions of Activating Macrophages Are Inhibited by CGRP

Given that macrophages express CGRP receptors [26], we next assessed how CGRP influences macrophage responses to stimulation through a series of functional assays. First, it is confirmed that a CGRP gradient ranging from 1 to 40 nm had no effect on macrophage viability after 6‐ or 24‐h LPS stimulation (Figure 4A). To ensure experimental consistency, the working concentrations were determined based on previously published literature employing the same cell type [26]. Since sensory denervation altered macrophage infiltration and activation in vivo, we then examined whether CGRP modulates macrophage migration. Consistent with in vivo results, CGRP was shown to inhibit macrophage migration in vitro (Figure 4B).

**FIGURE 4:**
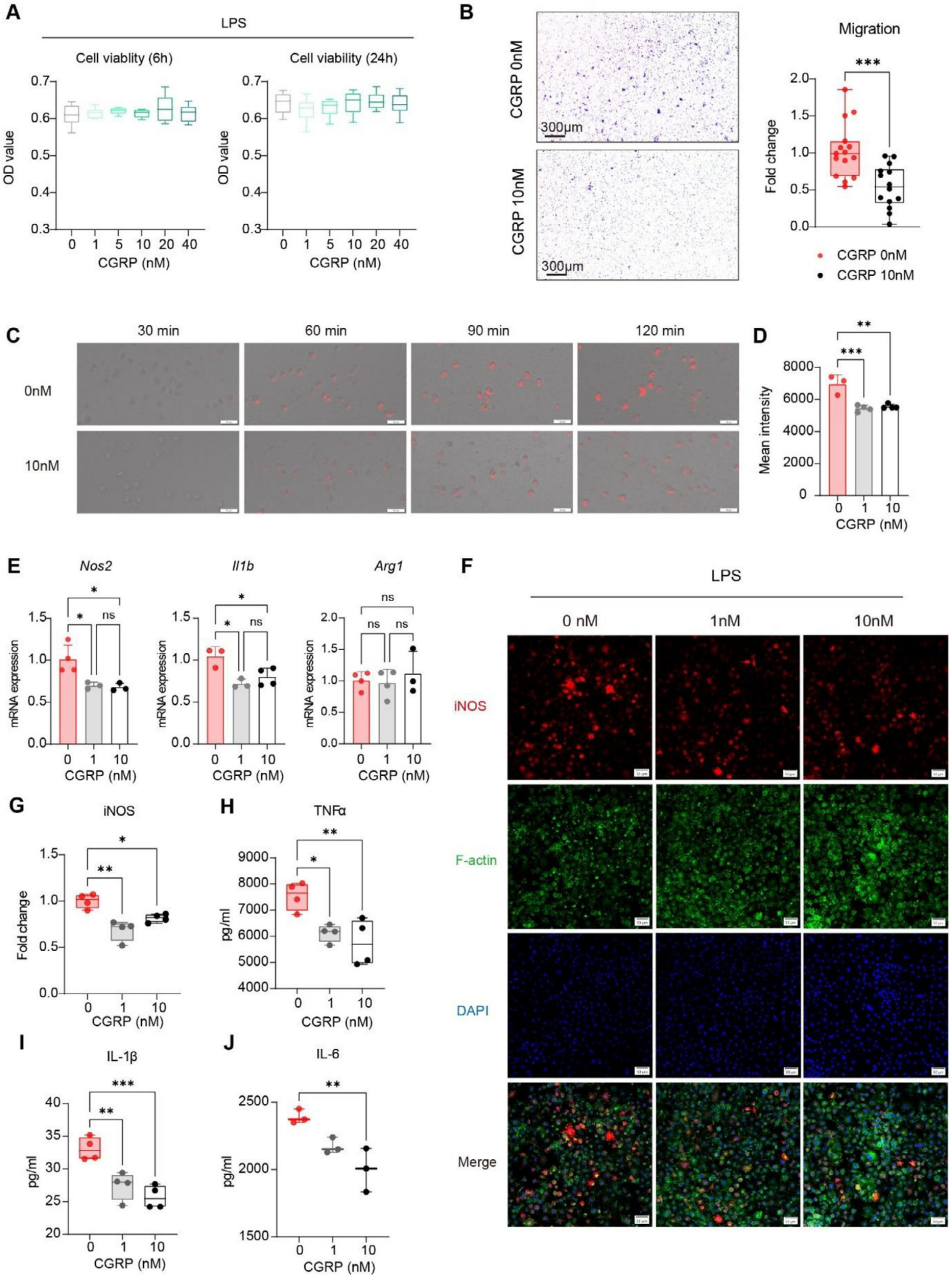
CGRP suppresses macrophage activation, inhibiting migration, phagocytosis, and pro‐inflammatory cytokine production. (A) Cell viability assay of macrophages stimulated with LPS alone or LPS in combination with CGRP gradient (1–40 nm) for 6 and 24 h. Statistical analysis was performed by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 5–6 per group. (B) Migration assay showing representative images of migrated macrophages after 6 h in the presence or absence of CGRP, with corresponding quantification. Statistical analysis was performed by Student's *t* test, ^***^ *P < *0.001, *n* = 14–15 per group. (C) Live‐cell imaging of macrophage phagocytosis showing internalized particles (red signals) at 30–120 min of incubation with or without CGRP. Scale bar, 50µm. (D) Flow cytometry analysis of mean fluorescence intensity of phagocytosed particles after 2 h of incubation with or without CGRP. ^**^ *P < *0.01, ^***^ *P < *0.001 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 3 to 4 per group. (E) Real‐time PCR analysis of *Il1b*, *Nos2*, and *Arg1* mRNA expression in macrophages after 6 h of LPS stimulation with or without CGRP. ^*^ *P < *0.05 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 3–4 per group. (F) Confocal images of iNOS expression in macrophages after 24‐h LPS stimulation with or without CGRP. Scale bar, 50µm. (G) Quantification of iNOS expression normalized by cell number. ^*^ *P < *0.05, ^**^ *P < *0.01 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 4 per group. (H–J) ELISA assay of IL‐1β, TNFα, and IL‐6 in macrophage supernatants after 24‐h LPS stimulation with or without CGRP. ^*^ *P < *0.05, ^**^ *P < *0.01, ^***^ *P < *0.001 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 3–4 per group. Data presented by the bar graph are means ± SD. Dots represent biological replicates. Data presented by Box and whiskers are Min to Max (show all points if applied).

Because macrophages are key phagocytes responsible for debris clearance after tissue damage, phagocytosis assay was performed to measure whether CGRP affects their phagocytic activity. Live‐cell imaging of phagocytosis over 2 h revealed weakened fluorescent signals in CGRP group (Figure 4C). Flow cytometry confirmed comparable percentages of positive cells among groups (Figure S3), but the fluorescence intensity per cell was markedly reduced in macrophages exposed to CGRP (Figure 4D), indicating that CGRP diminished phagocytic efficiency rather than the blockade of phagocytosis.

Additionally, CGRP downregulated the transcription of *Il1b, Nos2* (markers for pro‐inflammatory macrophages), while expression of *Arg1* (a marker for anti‐inflammatory macrophages) remained unchanged in activating macrophages (Figure 4E). Correspondingly, at the protein level, CGRP reduced iNOS expression and suppressed secretion of multiple pro‐inflammatory cytokines, including IL‐1β, TNFα and IL‐6 (Figure 4F–J). Taken together, the results suggest that CGRP can inhibit macrophage activation towards a pro‐inflammatory phenotype, aligning with the in vivo observations.

### 2.5 CGRP Induces Transcriptional Alterations in Macrophages Upon Activation

To investigate the mechanisms of how CGRP suppresses macrophage activation, RNA was extracted from macrophages exposed to LPS alone or in the presence of CGRP. 

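RAW264.7, an established mouse macrophage cell line, was stimulated for 6 h with 100 ng/ml lipopolysaccharide (LPS), a component of bacterial cell walls that activates macrophages, alone or together with 10 nM CGRP. RNA was sequenced on an Illumina NextSeq 2000. The authors trimmed reads with Cutadapt, aligned them to the mouse genome mm10 with STAR and counted reads per gene with featureCounts. Samples that failed quality control were left out by the authors, which leaves 6 samples with LPS and 5 with LPS+CGRP. Each sample was sequenced in 2 runs, which were summed and counted as 1 sample. The authors deposited a normalized signal for 51912 genes and each of the 22 runs, of which 27300 genes had no read in any run. In each run the signal of every gene was a whole number of reads multiplied by a single factor, which lay between 0.877 and 1.142, and 100% of the non-zero values came within 0.01 of a whole read. The factor of each run equalled the size factor that DESeq2 gives for the recovered reads. The deposited signal is therefore the read number multiplied by the size factor, a step that enlarges differences in depth between runs and was undone by rescaling each sample. Recovered reads ranged from 27706333 to 35854169 per run. Per sample they ranged from 55614185 to 71538840 with LPS (median 61126007) and from 59020290 to 71292263 with LPS+CGRP (median 61992328). The chi-square statistic per gene, which is near 1 when only counting error separates a pair of libraries, had a median of 1.70 between the 2 runs of a sample and of 4.79 between samples of the same condition. Runs of a sample thus differed less than samples of a condition, and were not used as replicates. The summed signal was scaled to CPM, and log2 of CPM plus a pseudocount of 0.5 was tested with limma, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with few reads. A count test on the recovered reads is given as an alternative. Without rescaling, the signal of LPS+CGRP samples was higher than that of LPS samples by a median over all genes of 0.11 on the log2 scale. In data simulated at these depths, limma recovered 63.5% of 200 genes that were changed by a log2 fold change of 0.25, among 13429 genes. Smaller differences in single genes were not tried. In the real data, genes with an unadjusted p under 0.05 in limma had a median log2 fold change of 0.0604 in size. Whether changes of that size can be detected is thus not known.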

Principal component analysis (PCA) showed samples within the same group clustered together, with separation observed between groups (Figure 5A). 

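PCA was computed on log2 CPM of 13492 genes, each scaled to unit variance, as FactoMineR does by default. The first component (PC1) held 19.7% of the variance and the second (PC2) 12.9%. PC1 scores were −28.0 ± 48.8 (SD, n = 6) with LPS and 33.6 ± 32.8 (SD, n = 5) with LPS+CGRP, a difference of 61.6 (two-sided exact permutation test over all splits of the samples, p = 0.0433). LPS samples ranged from −86.6 to 51.6 on PC1 and LPS+CGRP samples from 2.04 to 75.2. LPS replicate 6, at 51.6, lay among the LPS+CGRP samples. Over all genes, 13.3% of the total variance was between the groups. Of all splits of the 11 samples, 19 gave as large a share (exact permutation test, p = 0.0411), and the median over all splits was 9.72%. Without scaling the genes, the share was 10.3% (exact permutation test, p = 0.359). With each sample left out in turn, the share lay between 13.3% and 17.1% (exact permutation tests, p between 0.00794 and 0.0873), and 3 of the 11 fits had a p under 0.05. Leaving out LPS replicate 6 gave the upper end and moved the share most.

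**Figure D3:**
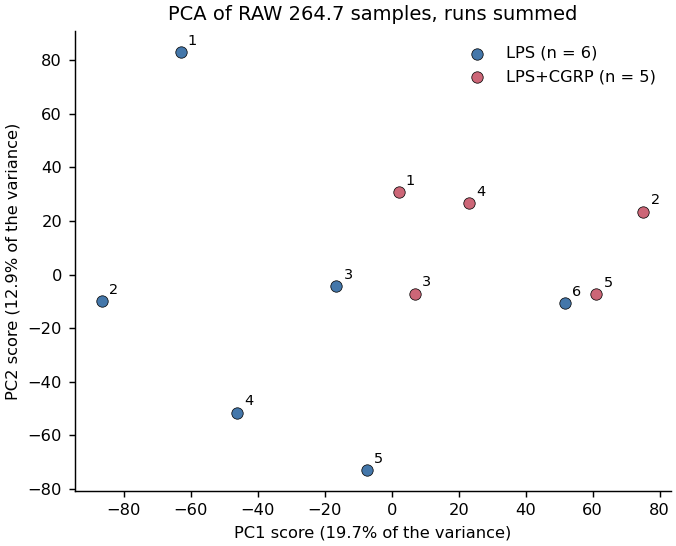
First (PC1, 19.7% of the variance) and second (PC2, 12.9%) principal component of log2 CPM in RAW264.7 macrophages with LPS (6 samples) and LPS+CGRP (5 samples). Each point is 1 sample with its replicate number; LPS replicate 6 lies at 51.6 on PC1, within the range of the LPS+CGRP samples (2.04 to 75.2).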

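Of 13492 genes tested between LPS+CGRP and LPS, limma called 3 at an adjusted p under 0.05, of which 1 was higher and 2 were lower with CGRP. An unadjusted p under 0.05 was found for 1357 genes (10.1%), of which 630 were higher with CGRP. The median size of the log2 fold change among these 1357 genes was 0.0604. In 150 genes (1.11%) the samples of the groups did not overlap, where chance gives 0.433%. Cxcl10, a chemokine gene on chromosome 5 (92346638 to 92348889, GRCm38/mm10), had 402.6 ± 16.0 CPM (SD, n = 5) with LPS+CGRP and 453.0 ± 16.7 CPM (SD, n = 6) with LPS, a log2 fold change of −0.17 (SE 0.0265, adjusted p = 0.0322 from limma). All LPS+CGRP samples (378.0 to 417.0 CPM) were below all LPS samples (435.9 to 480.6 CPM), and 4.68% of the stretches of 31 bases in its sequence are found in another gene. Cmpk2, a nucleotide kinase gene of the interferon response on chromosome 12 (26469204 to 26479837), had 526.0 ± 17.2 CPM (SD, n = 5) and 578.4 ± 14.7 CPM (SD, n = 6), a log2 fold change of −0.14 (SE 0.0212, adjusted p = 0.0322 from limma). The third gene, ENSMUSG00000075359, is Gm20775, an unprocessed pseudogene on chromosome Y (10641257 to 10643107). It had 0.417 ± 0.167 CPM (SD, n = 5) and 0.0350 ± 0.0857 CPM (SD, n = 6), a log2 fold change of 0.77 (SE 0.118, adjusted p = 0.0322 from limma). Its call is uncertain: in 6 of the 6 samples with reads of Gm20775, the reads were in 1 of the 2 runs only, and 91.5% of its sequence is found in other genes. With each sample left out in turn, the number of genes called ranged from 0 to 25, with 1037 to 1931 at an unadjusted p under 0.05, and Cxcl10 and Cmpk2 were each called in 3 of 11 fits (limma, adjusted p between 0.0225 and 0.0957). On the recovered reads, DESeq2 called 87 genes, 13 higher and 74 lower with CGRP, and edgeR called 0, with 1348 genes at an unadjusted p under 0.05. The alternative that moved the count most was DESeq2 with each of the 22 runs entered as a sample of its own, with 477 genes, of which 186 were higher. Scaling by the library total gave 11 genes, 1 higher and 10 lower, and the signal without rescaling gave 18 genes, 11 higher and 7 lower.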

A total of 753 differentially expressed genes (DEGs) were identified (adjusted *P* value < 0.05), many of which were associated with immune responses to various stimuli (Figure 5B). 

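In vitro, 9 gene lists were compared with all other genes, and 7 of them had an adjusted p under 0.05 by camera in limma. The interferon response list held 52 tested genes, among them Ifit1, Isg15, Rsad2 and Irf7. Ranges over the alternatives do not include the fits with 1 sample left out in turn. They include a fit with the replicate number as a block, which drops LPS replicate 6. The interferon response list was lower with CGRP in 52 of 52 genes, with a median log2 fold change of −0.077 (camera in limma, adjusted p = 2.31e-39, and 3.25e-49 to 0.0213 over the alternatives). Its mean log2 CPM was 7.58 ± 0.0270 (SD, n = 5; 7.54 to 7.60) with LPS+CGRP and 7.66 ± 0.0198 (SD, n = 6; 7.64 to 7.69) with LPS, so the groups did not overlap. An unadjusted p under 0.05 was found for 38 of its genes, and 35 had an adjusted p under 0.05 within the list. Gbp5, on chromosome 3 (142493978 to 142522344), had 73.3 ± 2.51 CPM (SD, n = 5) and 80.2 ± 1.67 CPM (SD, n = 6), a log2 fold change of −0.13 (SE 0.0216, adjusted p = 0.0518 from limma over all genes). The chemokine list, 17 genes of the Ccl, Cxcl and related families, was lower with CGRP in 14 genes, with a median log2 fold change of −0.054 (camera in limma, adjusted p = 4.53e-07, and 1.16e-08 to 0.0390 over the alternatives). Ccl5, on chromosome 11 (83525778 to 83530518), had 280.6 ± 5.59 CPM (SD, n = 5) and 303.3 ± 11.6 CPM (SD, n = 6), a log2 fold change of −0.11 (SE 0.0225, adjusted p = 0.0875 from limma). Ccl4, on chromosome 11 (83662584 to 83664683), had a log2 fold change of −0.11 (SE 0.0230, adjusted p = 0.108 from limma). The inflammatory cytokine list, 16 genes with Il1b, Il6 and Tnf among them, was lower in 13 genes, with a median of −0.047 (camera in limma, adjusted p = 0.00104, and 0.000473 to 0.276 over the alternatives). With the inter-gene correlation estimated, its adjusted p was 0.233 by camera in limma. Il27, on chromosome 7 (126589010 to 126594941), was its gene with the smallest p and had a log2 fold change of −0.13 (SE 0.0307, adjusted p = 0.155 from limma). Csf1, on chromosome 3 (107741048 to 107760469), and Il18, on chromosome 9 (50554827 to 50581840), had log2 fold changes of −0.14 and −0.12 (adjusted p = 0.388 and 0.423 from limma). The phagocytosis and lysosome list, with 38 genes, was lower in 26 genes, with a median of −0.011 (camera in limma, adjusted p = 0.00494, and 0.00284 to 0.842 over the alternatives). Per sample, the mean log2 CPM was 7.58 ± 0.0174 (SD, n = 5) with LPS+CGRP and 7.60 ± 0.0193 (SD, n = 6) with LPS. Its genes moved in both directions: the Fc receptor genes Fcgr2b, on chromosome 1 (170958617 to 170976547), and Fcgr1, on chromosome 3 (96282909 to 96293969), had log2 fold changes of 0.10 (adjusted p = 0.236 from limma) and −0.12 (adjusted p = 0.263 from limma). Without rescaling the deposited signal, the medians of these 4 lists were 0.040, 0.063, 0.052 and 0.11, which are at or below the median of 0.11 over all genes. With each sample left out in turn, 11, 11, 10 and 9 of the 11 fits had an adjusted p under 0.05 for these lists.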

Specifically, CGRP profoundly altered biological pathways related to activation of innate immune response, and multiple functions including cytokine production (e.g. TNF production, cytokine‐mediated signaling pathway, IL‐6 production), migration & chemotaxis (e.g. leukocyte migration and monocyte chemotaxis), and phagocytosis (e.g. regulation of lysosome organization and regulation of endocytosis) (Figure 5C), consistent with the in vitro functional assays. Moreover, DEGs were also significantly enriched in energy metabolism pathways, including energy derivation by oxidation of organic compounds, cellular respiration, oxidative phosphorylation (OXPHOS) and adenosine triphosphate (ATP) metabolic process (Figure 5D). 

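The nuclear OXPHOS list held 81 tested genes for subunits of respiratory complexes and ATP synthase that are encoded in the nucleus. It was lower with CGRP in 72 of 81 genes, with a median log2 fold change of −0.026 (camera in limma, adjusted p = 3.06e-11, and 1.34e-13 to 0.310 over the alternatives). Its mean log2 CPM was 6.27 ± 0.0242 (SD, n = 5) with LPS+CGRP and 6.30 ± 0.0249 (SD, n = 6) with LPS, a difference about as large as the spread between samples. With the inter-gene correlation estimated in camera, the adjusted p in limma was 0.233, and by GSVA scores with a two-sided exact permutation test it was 0.234. An unadjusted p under 0.05 was found for 18 of the 81 genes, and 0 had an adjusted p under 0.05 within the list. After correction of each sample for transcript length and GC content, a fit chosen after the data had been seen, the median log2 fold change of the list was −0.0144 (camera in limma, adjusted p = 8.28e-05). Atp5mc2, a subunit c gene of ATP synthase on chromosome 15 (102662864 to 102672352), had 142.5 ± 3.65 CPM (SD, n = 5) with LPS+CGRP and 149.7 ± 3.23 CPM (SD, n = 6) with LPS, a log2 fold change of −0.071 (SE 0.0185, adjusted p = 0.204 from limma). Of its sequence, 19.6% is found in another gene. Atp5mc1, on chromosome 11 (96068852 to 96075670), had a log2 fold change of −0.066 (SE 0.0197, adjusted p = 0.290 from limma), and Ndufb4, on chromosome 16 (37647170 to 37654453), of −0.097 (SE 0.0316, adjusted p = 0.356 from limma). The 13 OXPHOS genes encoded in the mitochondrial genome moved the other way. They were higher with CGRP in 12 of 13 genes, with a median log2 fold change of 0.10 (camera in limma, adjusted p = 2.90e-06, and 2.60e-07 to 0.234 over the alternatives). Their mean log2 CPM was 8.73 ± 0.0916 (SD, n = 5) with LPS+CGRP and 8.66 ± 0.137 (SD, n = 6) with LPS, a difference smaller than the spread between samples. ND6 (positions 13552 to 14070 of the mitochondrial genome) had 7.74 ± 0.480 CPM (SD, n = 5) and 6.67 ± 0.487 CPM (SD, n = 6), a log2 fold change of 0.20 (SE 0.0526, adjusted p = 0.204 from limma). The glycolysis list, with 22 genes, was lower with CGRP in 9 genes, with a median log2 fold change of 0.0047 (camera in limma, adjusted p = 0.289, and 0.0101 to 0.771 over the alternatives). Samples had a mean log2 CPM of 8.02 ± 0.0262 (SD, n = 5) with LPS+CGRP and 8.01 ± 0.0188 (SD, n = 6) with LPS. Of the 11 fits with 1 sample left out, 11 had an adjusted p under 0.05 for each of the OXPHOS lists and 1 for glycolysis.

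**Figure D4:**
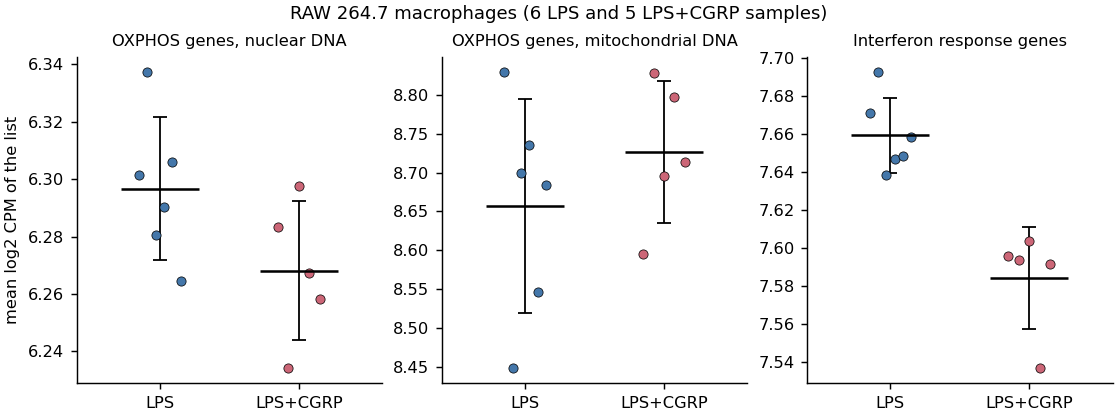
Mean log2 CPM of nuclear OXPHOS genes, OXPHOS genes of the mitochondrial genome and interferon response genes in RAW264.7 macrophages with LPS (6 samples) and LPS+CGRP (5 samples). Each point is 1 sample, and lines and bars give the mean ± SD. The groups overlap in the OXPHOS panels and are apart in the interferon panel, with 7.64 to 7.69 against 7.54 to 7.60.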

Notably, genes associated with macrophage activation, chemotaxis, and mitochondrial energy metabolism, particularly those involved in ATP biogenesis such as multiple mitochondrial complex subunits, were markedly downregulated in the presence of CGRP (Figure 5E).

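Fig. 5E shows 28 genes in groups for chemotaxis (5 genes), activation (8 genes) and mitochondrial energy metabolism (15 genes). All 28 changed in the direction that the figure gives, with 24 lower and 4 higher with CGRP. The genes that were lower fell by 3.35% to 11.1%. Of the 28 genes, 28 had an unadjusted p under 0.05 (7.15e-06 to 0.0142 from limma), and 1, Cxcl10, had an adjusted p under 0.05 over all genes tested. Adjusted within the 28 genes alone, limma gave an adjusted p under 0.05 for 28; these genes are the paper's own calls from the same samples, so this count shows no stability of the calls. The adjusted p over all genes lay between 0.0322 and 0.394. On the recovered reads, DESeq2 called 7 of the 28 genes, and 27 when each run was entered as a sample. The 5 chemotaxis genes, Cxcl10, Ccl5, Ccl4, Ccl7 and Ccrl2, were lower with CGRP by 6.66% to 11.1%. Of the 8 activation genes, 7 were lower, by 3.35% to 10.5%. Rsad2, an antiviral gene on chromosome 12 (26442746 to 26456452), had 584.8 ± 26.8 CPM (SD, n = 5) with LPS+CGRP and 653.3 ± 27.0 CPM (SD, n = 6) with LPS, a log2 fold change of −0.16 (SE 0.0299, adjusted p = 0.0551 from limma). Irak3, an inhibitor of Toll-like receptor signaling on chromosome 10 (120141648 to 120202130), was higher, with 38.3 ± 1.16 CPM (SD, n = 5) against 36.0 ± 1.396 CPM (SD, n = 6), a rise of 6.35% (adjusted p = 0.313 from limma). Of the 15 mitochondrial genes, 12 were lower, by 3.43% to 6.50%. The largest fall was that of Atp5f1e, a subunit of ATP synthase on chromosome 2 (174461072 to 174464105), with 56.7 ± 2.28 CPM (SD, n = 5) against 60.7 ± 3.54 CPM (SD, n = 6), a log2 fold change of −0.097 (SE 0.0354, adjusted p = 0.394 from limma). The 3 genes that were higher, ND5, ATP8 and ND1, are encoded in the mitochondrial genome. ND5 (positions 11742 to 13565 of the mitochondrial genome) had 1177.2 ± 77.02 CPM (SD, n = 5) and 1067.7 ± 63.8 CPM (SD, n = 6), a rise of 10.2% (log2 fold change 0.14, SE 0.0408, adjusted p = 0.264 from limma); 16.8% of its sequence is found in another gene. ATP8 (7766 to 7969) rose by 7.17% and ND1 (2751 to 3707) by 5.86%. The paper reasons that activation of macrophages needs much energy and that CGRP lowered both activation and cellular activities. From this it proposes that the effect is linked to changes in energy biogenesis, and it then measures ATP and respiration.

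**Figure D5:**
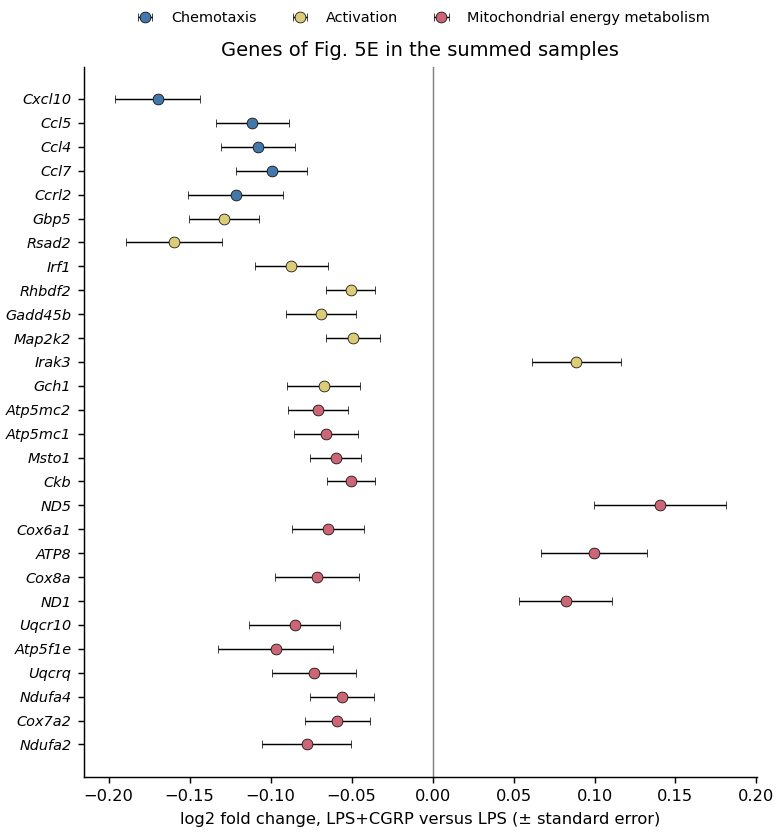
Log2 fold change of LPS+CGRP over LPS with its standard error for the 28 genes of Fig. 5E, coloured by group (chemotaxis, activation, mitochondrial energy metabolism). The vertical line marks no change; 24 genes lie below 0 and 4 above, among them the mitochondrially encoded ND5, ATP8 and ND1.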

**FIGURE 5:**
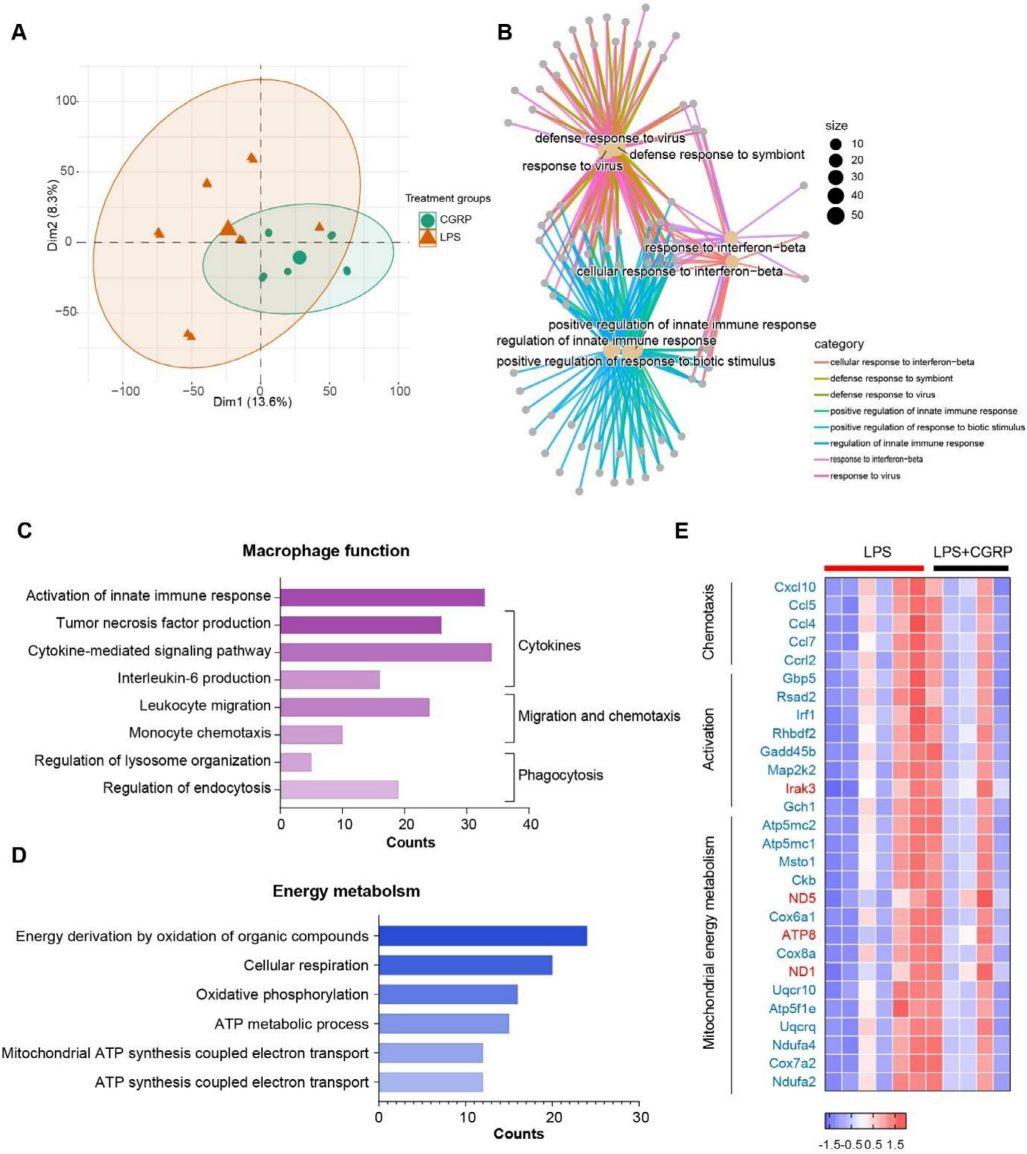
Transcriptomic changes induced by CGRP during macrophage activation. (A) Principal component analysis (PCA) showing transcriptional variation between groups. LPS, macrophages stimulated with LPS alone; CGRP, macrophages stimulated with LPS and CGRP (10 nm). (B) Gene Ontology (GO) enrichment of differentially expressed genes (DEGs) shows a network of enriched biological processes. (C) GO enrichment analysis of DEGs highlighting pathways associated with macrophage functional responses, including cytokine production, migration, and phagocytosis, as listed in the graph. *Q*‐value < 0.05. (D) GO enrichment analysis of DEGs indicates significant enrichment of pathways linked to macrophage energy metabolism, as listed. *Q*‐value < 0.05. (E) Heatmap of representative DEGs identified by comparing LPS+CGRP (10 nm) versus LPS group. Genes are grouped by biological processes as indicated. Blue gene names represent downregulation in the LPS+CGRP group, whereas red gene names represent upregulation relative to LPS.

### 2.6 CGRP Limits Macrophage ATP Generation by Functionally Controlled Mitochondrial Respiration

As macrophage activation is highly energy‐dependent, our previous results demonstrated that CGRP inhibited macrophage activation, accompanied by decreased cellular activities, raising the possibility that this effect is linked to changes in energy biogenesis. To investigate whether CGRP modulates macrophage ATP production, intracellular ATP levels were measured at different time points during activation (Figure 6A). Compared to the baseline representing cellular ATP level in resting macrophages, both groups showed increased cellular ATP upon stimulation (Figure 6B). However, macrophages exposed to CGRP showed significantly reduced ATP elevation at 2, 4, and 6 h compared to those stimulated with LPS alone. (Figure 6B). Since cells generate ATP primarily through oxidative phosphorylation (OXPHOS, in mitochondria) and glycolysis (in the cytoplasm), we next examined which pathway was affected. Glycolysis stress test and Mito stress test were performed, respectively. Glycolysis stress tests revealed comparable glycolytic rates and glycolytic capacities between the two groups (Figure 6C,D). In contrast, as shown by the Mito stress test, CGRP reduced macrophage basal respiration and oxygen consumption rate for ATP production, while proton leak remained unaffected (Figure 6E,F). These results indicate that CGRP primarily restricts mitochondrial respiration, thereby limiting ATP synthesis during activation. To determine whether impaired mitochondrial function was due to mitochondrial damage, we assessed mitochondrial superoxide production and membrane potential. As a result, CGRP seemed to attenuate mitochondrial superoxide accumulation upon LPS stimulation (Figure 6G; Figure S4), while JC‐1 assays revealed no difference in aggregate/monomer ratios between the two groups, comparable to resting macrophages (Figure 6H). Collectively, these findings suggest that CGRP limited macrophage mitochondrial ATP production during activation, without causing mitochondrial damage.

**FIGURE 6:**
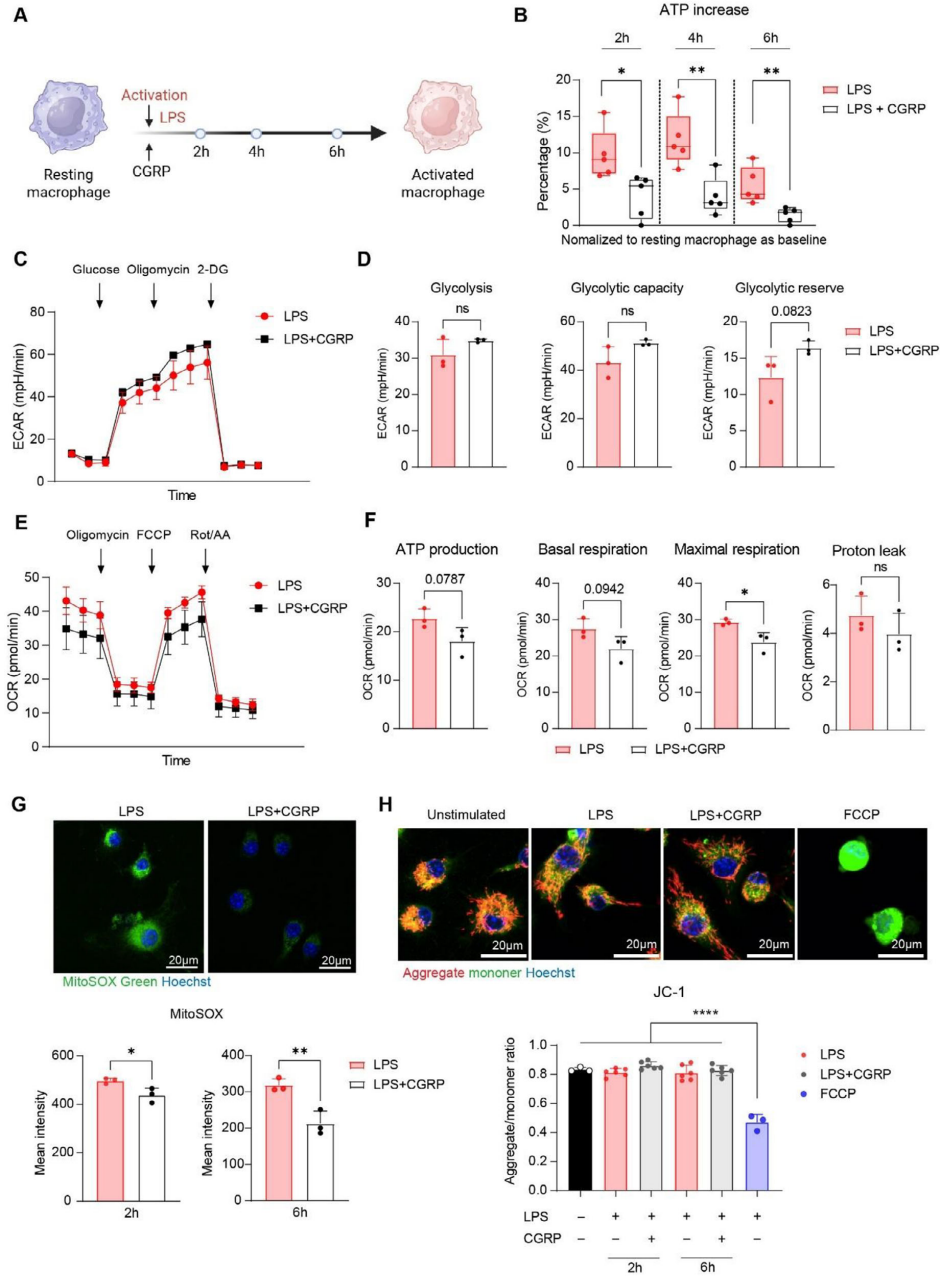
CGRP limits excessive ATP generated by mitochondria in activating macrophages. (A) Schematic illustration of macrophage activation, treatment, and measurement at the indicated time points. (B) Percentage of intracellular ATP increase in macrophages at 2, 4, 6h after LPS stimulation, with or without the presence of CGRP (10 nm). Baseline was defined as intracellular ATP level in resting macrophages (no LPS stimulation). ^*^ *P < *0.05, ^**^ *P < *0.01 by Student's t test, *n* = 5 per group. (C) Dynamic extracellular acidification rate (ECAR) measured during Glycolysis stress test at 4–5 h post‐stimulation (LPS or LPS+10 nm CGRP), with 6‐min recording intervals. Arrows indicate sequential compound injections, annotated in the graph. 2‐DG: 2‐Deoxy‐D‐glucose. (D) Calculated ECAR parameters (glycolysis, glycolytic capacity and glycolytic reserve), normalized to cell number in each well. Statistical analysis was performed by Student's *t* test, *n* = 3 per group. (E) Dynamic oxygen consumption rate (OCR) measured during Mito stress test t 4–5 h post‐stimulation (LPS or LPS+10 nm CGRP), with 6 min recording intervals. Arrows indicate sequential compound injections, annotated in the graph. FCCP, carbonyl cyanide‐p‐trifluoromethoxy phenylhydrazone; Rot/AA, rotenone and antimycin A. (F) Calculated OCR parameters (ATP production, basal respiration, maximal respiration and proton leak), normalized to cell number. ^*^ *P < *0.05 by Student's *t* test, *n* = 3 per group. (G) Representative images of MitoSOX staining of mitochondrial superoxide in activating macrophages with or without CGRP (10 nm), quantified by flow cytometry at 2‐ and 6‐h post‐stimulation. ^*^ *P < *0.05, ^**^ *P < *0.01 by Student's t test, *n* = 3 per group. (H) Representative images of JC‐1 staining showing mitochondrial membrane potential in resting macrophages, activating macrophages with or without CGRP (10 nm) and FCCP‐treated positive control for mitochondrial damage. mitochondrial damage. Quantification was performed by plate reader at 2‐ and 6‐h post‐stimulation. ^****^ *P < *0.0001 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 3 to 6 per group. FCCP, carbonyl cyanide‐p‐trifluoromethoxy phenylhydrazone. Dots represent biological replicates. Data presented by the bar graph are means ± SD. Data presented by Box and whiskers is Min to Max, showing all points.

### 2.7 Macrophages Exposed to CGRP during Activation Have Attenuated Osteoclastogenic Effects

As detected by cytokine array, CGRP did not dramatically alter the overall secretome of activated macrophages, but reduced the secretion of several cytokines and chemokines, including CCL2, CCL3, CCL5, CCL6, CCL22, CXCL2, TNFα, IL‐1α, and MMP9 (Figure 7A,B). In the context of osteoclast differentiation, conditioned media derived from CGRP‐treated and LPS‐activated macrophages (Mac^LPS+CGRP^‐CM) displayed an attenuated osteoclastogenic effect compared with conditioned media from LPS‐activated macrophages (Mac^LPS^‐CM). Specifically, Mac^LPS+CGRP^‐CM significantly downregulated the expression of osteoclast‐related genes *Fos*, *Acp5*, *Ctsk*, and *Oscar* in pre‐osteoclasts undergoing differentiation (Figure 7C). Functionally, Mac^LPS+CGRP^‐CM treatment resulted in significantly fewer multinucleated cells with F‐actin ring formation and reduced numbers of TRAP^+^ osteoclasts, compared with the control group (Mac^LPS^‐CM) (Figure 7D,E). The effect was further validated in osteoclast differentiation without adding M‐CSF (Figure S5). Moreover, the direct addition of CGRP into osteoclastogenic media supplemented with Mac^LPS+CGRP^‐CM elicited comparable inhibitory effects to Mac^LPS+CGRP^‐CM alone (Figure 7C–E). These results highlight that CGRP modulates macrophage activation and exerts a profound downstream regulatory influence on osteoclast differentiation and bone remodelling.

**FIGURE 7:**
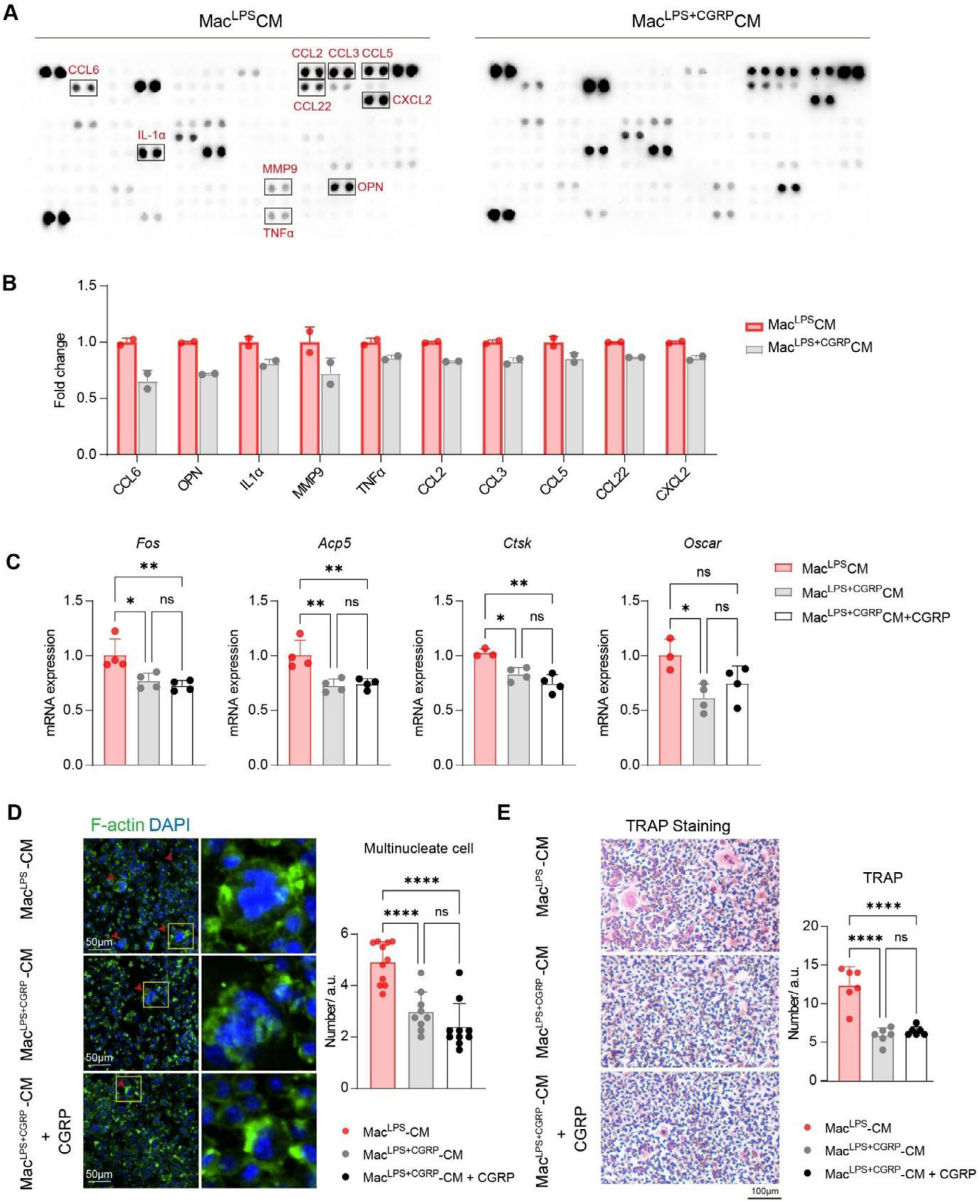
CGRP modulates cytokine production and attenuates osteoclastogenic effect of activated macrophages. (A) Images of cytokine array membrane from macrophage‐conditioned media: Mac^LPS^‐CM (collected from LPS‐treated macrophages) and Mac^LPS+CGRP^‐CM (collected from LPS & CGRP‐cotreated macrophages). Red boxes highlight cytokines with differential expressions between groups, annotated by name on the array. The cytokine layout was identical across both membranes. (B) Quantification of cytokine expression from the arrays. Protein levels were normalized to internal controls on each membrane, using positive controls (located at the upper left, lower left, and upper right corners) and negative controls (lower right corner). *N* = 2 array dots per group. (C) Real‐time PCR analysis of *Fos*, *Acp5*, *Ctsk* and *Oscar* mRNA expression on day 3 of osteoclast differentiation exposed to Mac^LPS^‐CM, Mac^LPS+CGRP^‐CM or Mac^LPS+CGRP^‐CM with direct 10 nm CGRP addition. ^*^ *P < *0.05, ^**^ *P < *0.01 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 3 to 4 per group. (D) Representative immunofluorescence images of F‐actin on day 7–9 of osteoclast differentiation under the same treatment conditions as in (C). Arrows, multinucleate cells with F‐actin ring. Quantification of multinucleate cells with F‐actin ring in each group is shown. ^****^ *P < *0.0001 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 9 to 11 per group. (E) Representative images of TRAP staining on day 7–9 of osteoclast differentiation under the same conditions as in (C). Quantification of TRAP^+^ osteoclasts in each group was shown. ^****^ *P < *0.0001 by one‐way ANOVA with Tukey's multiple comparisons test, *n* = 6 per group. Dots represent biological replicates in (C–E). Data throughout are means ± SD.

## 3 Discussion

In this research, we highlighted the significant role of sensory nerves in coordinating inflammation and restraining excessive osteoclastogenesis to benefit bone repair. As the powerhouse of many immune cells [27], mitochondrial respiration in activating macrophages is rapidly and effectively controlled by sensory nerve‐derived neuropeptide CGRP, thereby limiting ATP production. CGRP‐mediated macrophage energy metabolism is tightly linked to its activation status and functional output, ultimately exerting a profound regulatory influence on osteoclast differentiation during the bone‐healing cascade (Figure 8).

**FIGURE 8:**
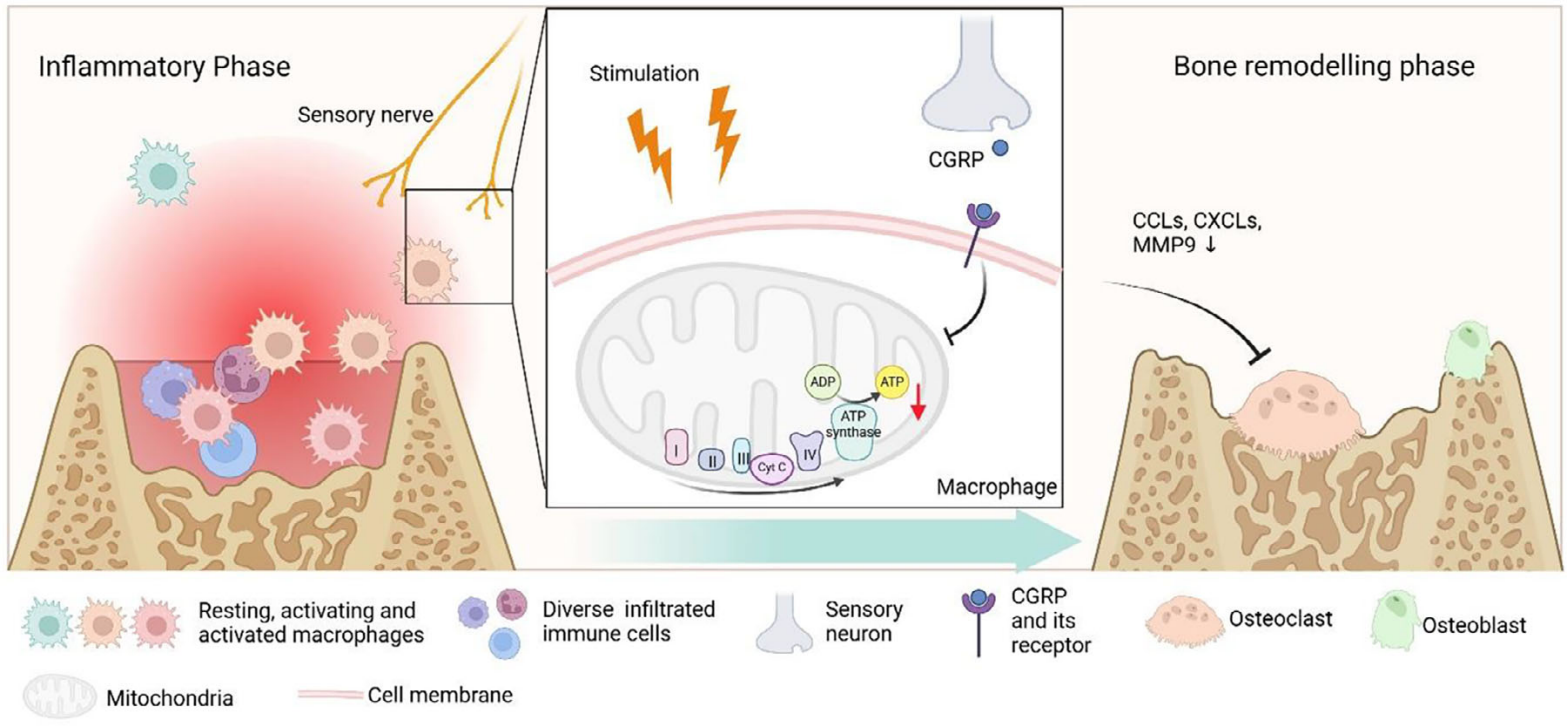
Schematic diagram of the study. The role of sensory nerve‐derived CGRP in macrophage mitochondrial bioenergetics and function is revealed in dynamic bone healing, suggesting new opportunities for immunometabolic therapeutic strategies.

Recently, accumulating studies suggested that sensory nerves play an active role in bone metabolism, including bone development, bone fracture healing, and pathological bone remodeling (e.g. osteoporosis) [28, 29, 30, 31, 32]. However, a critical knowledge gap persists between neurobiology and bone biology: the mechanisms by which sensory nerves influence osteoimmunology during the sequential dynamics of bone healing remain unclear. Consistent with our findings, the supportive role of sensory innervation in bone repair has been reported in other studies using different models (e.g. nerve transection/chemical injection/gene editing for sensory denervation, as well as bone fracture/socket healing after tooth extraction for bone repair) [30, 33, 34, 35, 36]. The present study further confirmed the association between sensory denervation and increased osteoclast activity, a phenomenon that was also observed in bone fracture healing and tooth movement [32, 37]. To identify the responsible neural molecules, we observed that CGRP is widely expressed in nociceptors across species, suggesting broad and significant biological effects [38, 39]. In support of our findings, CGRP expression has been detected in the inferior alveolar nerve, which innervates the mandible [33, 37]. While CGRP has been reported to directly promote osteogenesis of mesenchymal stem cells (MSCs) and osteoblasts [40, 41]. Our in vivo results similarly revealed the sensory denervation led to the reduced RUNX2 expression (a marker for differentiating osteoblasts) on day 14. As sustained or elevated RUNX2 expression over time is associated with enhanced bone regeneration in this model, the observed decline in RUNX2^+^ cells in the denervated group may reflect impaired osteoblast differentiation at this stage of healing [42, 43]. However, excessive osteoclastogenesis emerged earlier and exhibited more pronounced changes throughout the healing process.

Elucidating the role of sensory nerves in osteoimmunology during the highly dynamic phases of bone repair holds substantial significance. While many studies have focused on the interaction between sensory neurons and bone‐forming cells such as osteoblasts and MSCs [44], bone healing after injury or regenerative therapy is inherently a multi‐phase process orchestrated by inflammation [1]. Consistent with our observation of increased macrophage infiltration in sensory‐denervated bone defects, similar phenomena have also been reported in skin and muscle injury using an alternative sensory nerve ablation model (*Nav1.8^cre^/Rosa26^DTA^* mice) [26]. The sensory neuron‐mediated macrophage infiltration is proven to be CGRP signaling dependent, using an animal model with conditional knockout of the CGRP receptor in myeloid cells [26].

Nevertheless, the role of macrophages in bone repair can be more multifaceted. Beyond their classical functions in debris clearance and shaping the inflammatory microenvironment, macrophages also serve as the precursors of osteoclasts, thereby contributing to osteoclastogenesis both directly (through differentiation into osteoclasts) and indirectly (through secretion of cytokines and chemokines that regulate osteoclast differentiation and survival) [ 45 ]. In the present study, when CGRP reduced both macrophage migration and chemokine production, the regulatory effect on the inflammatory environment and downstream bone resorption could be amplified by the combined effects. Specifically, we proved that CGRP decreased the secretion of several chemokines. The downregulation of these chemokines could have dual consequences: 1) reduced recruitment of macrophage infiltration (fewer osteoclast precursors), and 2) attenuated osteoclastogenic effect, given the known roles of CCLs, CXCLs, TNFα and MMP9 in promoting osteoclast differentiation and survival [45, 46, 47]. However, we did not observe a synergistic effect of the addition of CGRP with Mac^LPS + CGRP^‐CM treatment, which may be attributed to the presence of multiple cytokines within the conditioned medium induced by the treatment of CGRP. This complexity could lead to overlapping mechanisms or saturation of the inhibitory response under in vitro conditions. The role of CGRP in osteoclast formation within a cytokine‐rich microenvironment remains to be fully elucidated.

Notably, our findings revealed that CGRP can rapidly limit macrophage energy production via controlling mitochondrial respiration during classical activation, providing novel insights into neuro‐immune communication mechanisms. A few points that should be highlighted in our research are: 1) the remarkable speed with which CGRP exerts a regulatory effect on limiting macrophage ATP increase, and 2) the extent of control that CGRP achieves without compromising overall cell viability or abolishing fundamental macrophage functions. (e.g. not significantly blocked but comparatively suppressed cell recruitment, phagocytic ability and cytokine production).

Compared to the resting state, macrophage activation relies on energy consumption, establishing a close link between metabolism and function. In response to LPS stimulation, bioenergetic boost is needed to meet acute demands for inflammatory signaling and cytokine secretion [27, 48]. Blocking glycolysis or mitochondrial electron transport chain (ETC) before LPS stimulation can significantly downregulate pro‐inflammatory cytokine secretion by bone marrow‐derived macrophages (BMDMs) [49]. Our results revealed that exposure to CGRP led to rapid control of ATP elevation with limited mitochondrial ATP production. This suggests the involvement of fast‐acting upstream regulatory mechanisms that influence mitochondrial function during the early phase of macrophage activation. Since the binding of CGRP to its membrane receptor is known to activate adenylate cyclase (AC), the rapid effect observed here may be mediated through cAMP as a second messenger that enables mitochondrial modulation, while the mechanisms remain to be elucidated [50]. Importantly, CGRP‐mediated suppression of mitochondrial ATP generation persisted for at least 6 h, as shown by our study, indicating a sustained regulatory influence. The concurrent transcriptional downregulation of multiple mitochondrial complex subunits (complex I, III, IV, V) that directly participate in the electron transport chain (ETC) and OXPHOS suggests a transcriptional basis for long‐term mitochondrial regulation. Together with our observation of reduced cytokine production in conditioned media (48 h post‐stimulation), these findings suggest that CGRP‐mediated regulation of mitochondrial function and macrophage activity may operate both in the acute phase through rapid signaling and in a sustained manner through transcriptional regulation of mitochondrial components.

In the present study, the unchanged mitochondrial membrane potential, along with attenuated mitochondrial superoxide elevation in the CGRP‐treated group, likely reflects a consequence of functionally constrained respiration rather than mitochondrial damage. According to the previous study, this functional modulation of mitochondrial activity may contribute to the attenuation of inflammatory responses not only by restraining mitochondrial ATP production, but also by preventing mitochondrial‐generated inflammatory signals after LPS stimulation [48]. LPS stimulation can induce an early burst of mitochondrial oxygen consumption rate within 6 h [51]. In the meantime, mitochondrial respiration is repurposed towards reactive oxygen species (ROS) production (mainly from Complex I and III), which amplify pro‐inflammatory cytokine production and phagocytosis in BMDMs [48, 52, 53]. Similarly reported in microglia, sustained activation of complex I has been shown to maintain their pro‐inflammatory state due to the increased superoxide production from reverse electron transport (RET) [54]. Therefore, maintaining mitochondrial homeostasis under stress might play a critical role in shaping immune cell phenotypes and functions [55].

Despite changes in mitochondrial activity, macrophage viability remained intact, and their secretome profile was not qualitatively altered, although overall cytokine secretion was reduced. It has been reported that sustained glycolysis is important to support immune cell survival especially when OXPHOS declines [51]. It can help explain the unchanged commitment to glycolysis in our study, which could support cell viability and maintain the cellular functions described above. Collectively, our findings reveal that CGRP induces a rapid but sustained modulation of mitochondrial respiration in classically activated macrophages, exerting subtle yet durable effects with significant biological impact. Specifically, while classically activated macrophages exhibit a strong osteoclastogenic effect through their secretome, activating macrophages exposed to CGRP showed a significantly attenuated osteoclastogenic effect, as shown by in vitro results, consistent with in vivo findings.

While our study shows that sensory neuron‐derived neuropeptide CGRP influences mitochondrial respiration during macrophage activation, the precise mechanisms underlying this regulation remain to be elucidated. Future work should address the specific effects of CGRP on individual mitochondrial complex activities and provide a more comprehensive metabolic profiling of key substrates and intermediates involved in this process. Future studies employing animal tools that provide targeted ablation of CGRP in neurons will be needed to validate and extend our current observations. Finally, our in vitro findings are reported in a murine cell line and are expected to be further validated in primary cells.

In conclusion, we identified that sensory nerve‐derived CGRP regulates macrophage energy production by restraining mitochondrial respiration, attenuating macrophage activation, and inhibiting excessive osteoclastogenesis during the bone‐healing cascade. These findings point to a neuro‐immune‐metabolic axis through which neuronal signals may influence immune cell energy metabolism and inflammatory responses. Although further mechanistic studies are required, our work provides a framework for exploring how sensory nerves contribute to the regulation of inflammation and bone repair and may inspire the development of innovative clinical strategies and regenerative therapies.

## 4 Materials and Methods

### 4.1 Ethical Statement and Animal Information

Animal study was conducted with the approval of the Animal Experimentation Ethics Committee of Nanjing Agricultural University (PZW2022003). Specific pathogen‐free (SPF) male Sprague‐Dawley rats (6–8 weeks old, male) were used for the animal study. Animals were randomly allocated to 2 groups.

### 4.2 Sensory Denervation and Bone Healing Model

Sensory denervation of the mandible was achieved by inferior alveolar nerve transection as previously reported [56]. In brief, after induction of anesthesia via isoflurane inhalation, the segment of the inferior alveolar nerve bundle was exposed before it enters the mandibular canal by surgical manners. Approximately 5mm of the nerve segment was removed to ensure the complete disruption of sensory nerve integrity and function during the period of the experiment. Simultaneously, a periodontal bone defect was created using previously described methods [57]. Briefly, a standardized bone defect size (5mm×2mm×1mm; width*height*depth) was created on the buccal side of the mandible in the molar region. The wound was sutured, and rats were housed in an SPF‐grade animal facility with intraperitoneal injections of penicillin once daily for three consecutive days to prevent postoperative infection. Rats that experienced obvious local infections (e.g. abscesses) were excluded from data analysis.

### 4.3 Micro‐Computed Tomography (Micro‐CT) and Analysis

The harvested mandibles were fixed in 4% paraformaldehyde (PFA) for 48 h and scanned using a high‐resolution micro‐computed tomography system (Bruker micro‐CT, Belgium). Scanning parameters were set at a voxel size of 18 µm. Three‐dimensional reconstruction was performed using CTVol (Bruker, Belgium). A region of interest (ROI) with a fixed size in the bone defect was defined for each layer, avoiding inclusion of tooth root or bone beyond the defect area (15 layers per sample). Quantitative morphometric parameters—including bone volume fraction (BV/TV), trabecular thickness (Tb. Th), trabecular number (Tb. N), and trabecular separation (Tb. Sp) were calculated using CTAn software (Bruker, Belgium).

### 4.4 Histology and Analysis

After fixation in 4% paraformaldehyde for 48 h, rat mandibles harvested at different time points were decalcified in 10% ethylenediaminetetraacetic acid (EDTA) for 10 weeks. Following dehydration in a series of ethanol and xylene, the samples were embedded in paraffin. Sections with a thickness of 5 µm were acquired for H&E staining to evaluate new bone and collagen, and tartrate‐resistant acid phosphatase (TRAP) staining for osteoclast identification. TRAP^+^ cells in the region of the bone defect were calculated. Images were acquired by scanning (Leica AT2 Aperio, Germany). Immunofluorescence staining on tissue sections was performed to determine the expression of Runx2 (1:400, Abcam), CD68 (1:400, Abcam), iNOS (1:400, Abcam), CGRP (1:200, Abcam) and GAP43 (1:400, Abcam). Images were acquired by scanning (Olympus VS200, Japan) or via confocal microscope (Olympus FV3000, Japan). ImageJ was used for quantifying the percentage of positive cells or fluorescence density. Integrated fluorescence intensity was measured in ImageJ using a single fluorescence channel covering the entire bone defect region. For positive cell quantification, positive signals were defined using fixed color‐threshold settings that were consistently applied to all images for the same marker. For each slide, the final value was calculated as the average of measurements from 5–6 randomly selected high‐magnification (60×) fields within the bone defect region. The percentage of positive cells was calculated as the number of positive cells divided by the total number of cells (counted by DAPI).

### 4.5 Macrophage Cell Culture, Stimulation and Cell Viability Test

RAW 264.7 was used for macrophage activation in vitro. The complete medium was Dulbecco's Modified Eagle Medium (DMEM) containing 1% penicillin‐streptomycin (p/s) and 10% FBS. RAW 264.7 were seeded at a density of 2*10^5^ cells/ml unless otherwise stated and allowed to adhere overnight. Cells were then treated with 100 ng/mL lipopolysaccharide (LPS, Escherichia coli 055: B5, R&D Systems) containing 0, 1, 5, 10, 20, or 40 nm of CGRP (Merck). After 6‐ and 24‐h stimulation, cell viability was assessed using Alamar Blue (Thermo Fisher Scientific) according to the kit's instructions. After 3–4 h of incubation, OD value was measured using plate reader (BMG Labtech POLARstar Omega, Germany).

### 4.6 RNA Sequencing

For in vivo samples, healing tissue within the bone defect in different groups at different time points was collected. Samples were tested using the DNBSEQ platform. Reads of low quality, adapter contamination, and high content of unknown bases (N) were removed. After obtaining clean reads, we used HISAT to align the clean reads to the reference genome sequence (Rattus_norvegicus_10116.NCBI.GCF_015227675.2_mRatBN7.2.v2201). Bioinformatic analysis was performed using Dr. Tom platform and RStudio (GSVA).

For in vitro samples, RAW 264.7 were then treated with LPS alone or in combination with CGRP (10 nm) for 6 h. RNA was extracted by PureLink RNA Mini Kit (Thermo Fisher Scientific). Samples were tested using the Illumina NextSeq 2000 platform. Reads of low quality, adapter contamination, and high content of unknown bases (N) were removed using the Cutadapt tool. After obtaining clean reads, we used STAR to align the clean reads to the reference genome sequence (Mus_musculus_mm10/GCF_000001635.20). Bioinformatic analysis was conducted with RStudio (key package info e.g. FeatureCounts, DESeq2, FactoMineR, etc.). Samples that failed quality control were not included in the analysis.

### 4.7 Dorsal Root Ganglion (DRG) Neuron Culture

Primary sensory neurons were provided by Dr. Ju Jin via the sharing of tissue. Briefly, neurons were acquired from mice (postnatal day 7) cervical, thoracic, and/or lumbar DRGs by digesting with 0.25 mg/mL collagenase in PBS supplemented with 25% TripleE. Cells were seeded in DMEM containing 10% FBS, GlutaMAX (Thermo Fisher Scientific), 50 µg/mL gentamicin (Thermo Fisher Scientific) and 5µm cytosine arabinoside (Merck) for 48–72 h. Then the culture medium was replaced by Neurobasal medium supplemented with 1% p/s, 50 ng/mL nerve growth factor (Thermo Fisher Scientific), GlutaMAX (Thermo Fisher Scientific) and B‐27 (Thermo Fisher Scientific) for long‐term culture [58].

### 4.8 Migration Assay

Cell migration was assessed using 24‐well Transwell inserts with 8‐µm pore polycarbonate membranes (Corning, USA). RAW 264.7 (10^5^ cells) are seeded at upper chamber in DMEM. Lower chamber contained conditioned media (dilution 1:1 in DMEM) collected from activated macrophages (24 h stimulation with 100 ng/mL LPS) and supplemented with 5% FBS for the control group. For CGRP group, 10 nm CGRP was added to lower chamber. After 6 h of cell culture, inserts were rinsed in PBS and fixed in 4% PFA for 10min, then stained with 0.5% crystal violet. non‐migrated cells on the upper membrane surface were gently removed. Images of migrated cells were captured with light microscope and cell counting was performed using ImageJ.

### 4.9 Phagocytosis Assay

Commercial kit pHrodo Red S. aureus BioParticles Conjugate (Thermo Fisher Scientific) were used for macrophage phagocytosis assay. RAW 264.7 were seeded in 24‐well plate at the density of 10^5^ cells/mL and incubated overnight. The media were replaced by complete media containing particles at final concentration of 0.1 mg/mL with or without CGRP. Time‐lapse live‐cell imaging was acquired at 30‐min intervals for 2 h (Olympus SpinSR, Japan). For cell flow cytometry, cells were harvested after 2‐h incubation with particles and fixed with 4% PFA for 5min. After washing in PBS, samples were loaded for measurement (BD Biosciences LSRFortessa, USA). Cells without particles served as the negative control, aiding in gating positive cells.

### 4.10 ELISA

Supernatants were collected from macrophages exposed to LPS alone or in combination with CGRP for 24 h. Cell debris was removed by centrifugation at 2 000 rpm for 10 min. Cytokines, including IL‐1β, TNFα, and IL‐6 in the supernatants, were quantified using DuoSet ELISA kits (R&D Systems).

### 4.11 Immunofluorescent Staining and Imaging

Cells were washed in PBS and fixed in 4% PFA for 10min, followed by permeabilization with 0.1%–0.3% Triton X‐100 and blocking with 1% bovine serum albumin (BSA). Primary antibodies used in the study include β3tubulin (1:400, Abcam), CGRP (1:200, Abcam), and iNOS (1:400, Abcam) for overnight incubation at 4°C. Secondary antibodies (1:1000, Abcam) and phalloidin (1:1000, Abcam) were used for 1 h at room temperature. Cells were counterstained with DAPI and examined by a fluorescence microscope (Olympus FV3000, Japan).

### 4.12 ATP Assay

RAW 264.7 cells were seeded in a 96‐well plate one night before the assay. Culture media were replaced with stimulation medium containing LPS/LPS+CGRP. For resting macrophages, complete culture media were used. Cellular ATP was measured after 2, 4, and 6 h of stimulation using an ATP assay kit (Promega), and a positive signal was detected by a plate reader (BMG Labtech POLARstar Omega, Germany).

### 4.13 Glycolysis Stress Test and Mito Stress Test

RAW 264.7 cells were seeded in an assay plate and stimulated with LPS or with LPS in combination with CGRP (10 nm) for 4–6 h. Cells were then processed according to instructions and plates were loaded to monitor ECAR and OCR, respectively, via Seahorse XF Analyzer (Agilent Technologies, USA). Briefly, for the Glycolysis stress test, glucose, oligomycin, and 2‐DG were injected into the well following the order described. For the Mito stress test, oligomycin, FCCP, and a mixture of rotenone and antimycin A were sequentially injected into the wells at final concentrations recommended by the manufacturer's protocol. The value was normalized by cell number in each well.

### 4.14 MitoSOX Staining and Detection

Macrophages were stimulated by LPS or LPS+CGRP (10 nm) for 2, 6 h. After different durations of stimulation, MitoSOX was used to track mitochondrial superoxide with 30min incubation, followed by washing with Live cell imaging solution (Gibco). Live cell imaging was performed for visualization (Olympus SpinSR, Japan), and flow cytometry were conducted for quantification (BD Biosciences LSRFortessa, USA). Cells without MitoSOX dye are included as the negative control. Mitochondrial superoxide was quantified using mean fluorescence intensity. The mean fluorescence intensity of MitoSOX in test groups is calibrated by subtracting the mean fluorescence intensity of the negative control.

### 4.15 JC‐1 Mitochondrial Membrane Potential Assay

Cells were stimulated (LPS or LPS+CGRP) for 2, 6 h. For unstimulated cells, macrophages are cultured in complete media. FCCP (with recommended concentration by manufacturer) was added within 4 h before staining. JC‐1 was added to the culture media and incubated for 10 min. Cells were then washed with PBS. Signals of aggregates and monomers were acquired by live cell imaging (Olympus SpinSR, Japan). Quantification was performed by a plate reader (BMG Labtech POLARstar Omega, Germany).

### 4.16 Cytokine Array

After cell seeding and stimulation (LPS or LPS+CGRP) for 24 h, cells were washed in PBS 3 times. Macrophages were then cultured in DMEM for an additional 24 h. The media were filtered (0.22 µm) and collected as conditioned media for cytokine array and osteoclast differentiation. Proteome Profiler Mouse XL Cytokine Array (R&D) was used for cytokine detection and semi‐quantification following the manufacturer's protocol. The image was acquired by ChemiDoc MP Imaging System (Bio‐Rad, USA).

### 4.17 Osteoclast Differentiation

RAW 264.7 were seeded in a 96‐well plate (10^4^ cells per well). Osteoclast medium containing 25 ng/mL M‐CSF (R&D), 50 ng/mL RANKL (R&D), and 50% of conditioned media (described above) from each group was used to induce osteoclast differentiation, as exhibited in Figure 7. TRAP staining and F‐actin staining were performed 7–9 days after differentiation. For validation of osteoclast differentiation without M‐CSF, the medium remained the same as described, but without the addition of M‐CSF. TRAP staining was performed 6 days after differentiation.

### 4.18 Real‐Time PCR

Gene expression for macrophage activation was tested after 6‐h stimulation, and 3 days for osteoclast differentiation. Total RNA from cells was extracted using TRIzol reagent (Life Technology). Total mRNA was reverse transcribed to cDNA using LunaScript RT SuperMix Kit (New England Biolabs). cDNA templates were amplified with the QuantStudio Real‐ Time PCR machine (Applied Biosystems, USA) using SYBR Green qPCR Master Mix (Life Technologies) and specific primers (Table S1).

### 4.19 Statistical Analysis

Data is presented as mean ± SD. To ensure reproducibility, the results reported are consistent across independent experimental repetitions. For each biological replicate, values were derived from three technical replicates when applicable. Statistical analyses were performed using GraphPad Prism (GraphPad Software, USA). Group comparisons were assessed using Student's *t*‐test or one‐way ANOVA with Tukey's multiple comparisons test, as appropriate. Data with *P* *< *0.05 were marked as statistically significant.

## Author Contributions

J.L. and T.Z. conducted animal surgery and analyzed results. J.L. performed histological staining, in vitro work related to macrophage activation, osteoclast differentiation, ATP assay, metabolic assay, mitochondrial damage test and analysis. J.L. and Y.M. performed the Mito stress test and the Glycolysis stress test, as well as data analysis. K.D. contributed to cell RNA‐seq, data analysis and part of visualization. L.L. contributed to animal work for RNA‐seq and tissue collection. W.G. contributed to part of the imaging work and advised input. J.J. contributed to DRG neuron isolation, shared cells, and provided experiences regarding neuron culture. D.C. contributed assisting with cell work and advised input. F.Y. provided intelligence input and supported conceptualization. J.L., L.X., and Y.X. contributed to the conceptualization, data analysis, and writing of the manuscripts. L.X. and Y.X. provided supervision of the project.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs73731‐sup‐0001‐SuppMat.docx.

## Data Availability

The raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE314711. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Sensory Nerve‐Derived CGRP Controls Osteoclastogenesis by Limiting Macrophage Bioenergetics in Bone Repair
**Source:** Adv Sci (Weinh). 2026 Mar 1;13(20):e18303. doi: 10.1002/advs.202518303
**Supplement:** Supplementary file 1 — Supporting File: advs73731‐sup‐0001‐SuppMat.docx.

**Sensory nerve-derived CGRP controls osteoclastogenesis by limiting macrophage bioenergetics in bone repair**

Jiaying Liu, Ting Zhang, Yuqing Mu, Lili Li, Ju Jin, Kevin J Dudley, Wendong Gao, Donglin Cai, Fuhua Yan^*^, Lan Xiao^*^, Yin Xiao^*^

**Authors and Affiliations**:

J. Liu, Y. Mu, W. Gao, D. Cai, L. Xiao, Y. Xiao

J. Liu, Y. Mu, J. Jin, W. Gao, D. Cai, Y. Xiao

J. Liu, T. Zhang, L. Li, F. Yan

J. Jin

K. Dudley

Central Analytical Research Facility, School of Biology and Environmental Science, Queensland University of Technology, Brisbane, Queensland, 4000, Australia

**Keywords**: bone repair, osteoclastogenesis, osteoimmunology, neuro–immune interaction, CGRP, immunometabolism, regenerative medicine

**Supplementary documents:**

**Supplementary Figure 1**

**Supplementary Figure 2**

**Supplementary Figure 3**

**Supplementary Figure 4**

**Supplementary Figure 5**

**Supplementary Table 1**

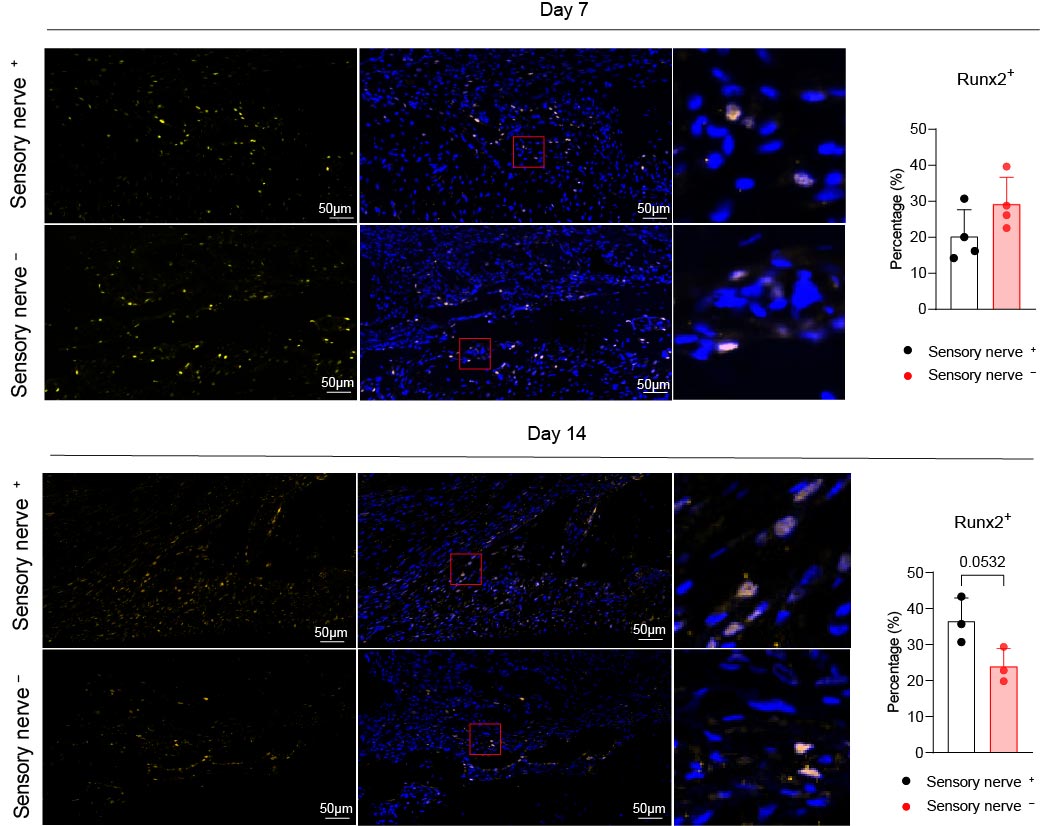

**Supplementary Figure 1**. The effect of sensory innervation on osteoblasts in bone repair. Representative immunofluorescence images labeling Runx2^+^ cells on day 7 and day 14 in the bone defect (comparing sensory nerve^+^ group with sensory nerve^-^ group), as well as corresponding quantification. Statistical analysis was performed by Student’s *t*-test, *n*=3 to 4 per group. Dots represent individual animals. Data throughout are means ± SD.

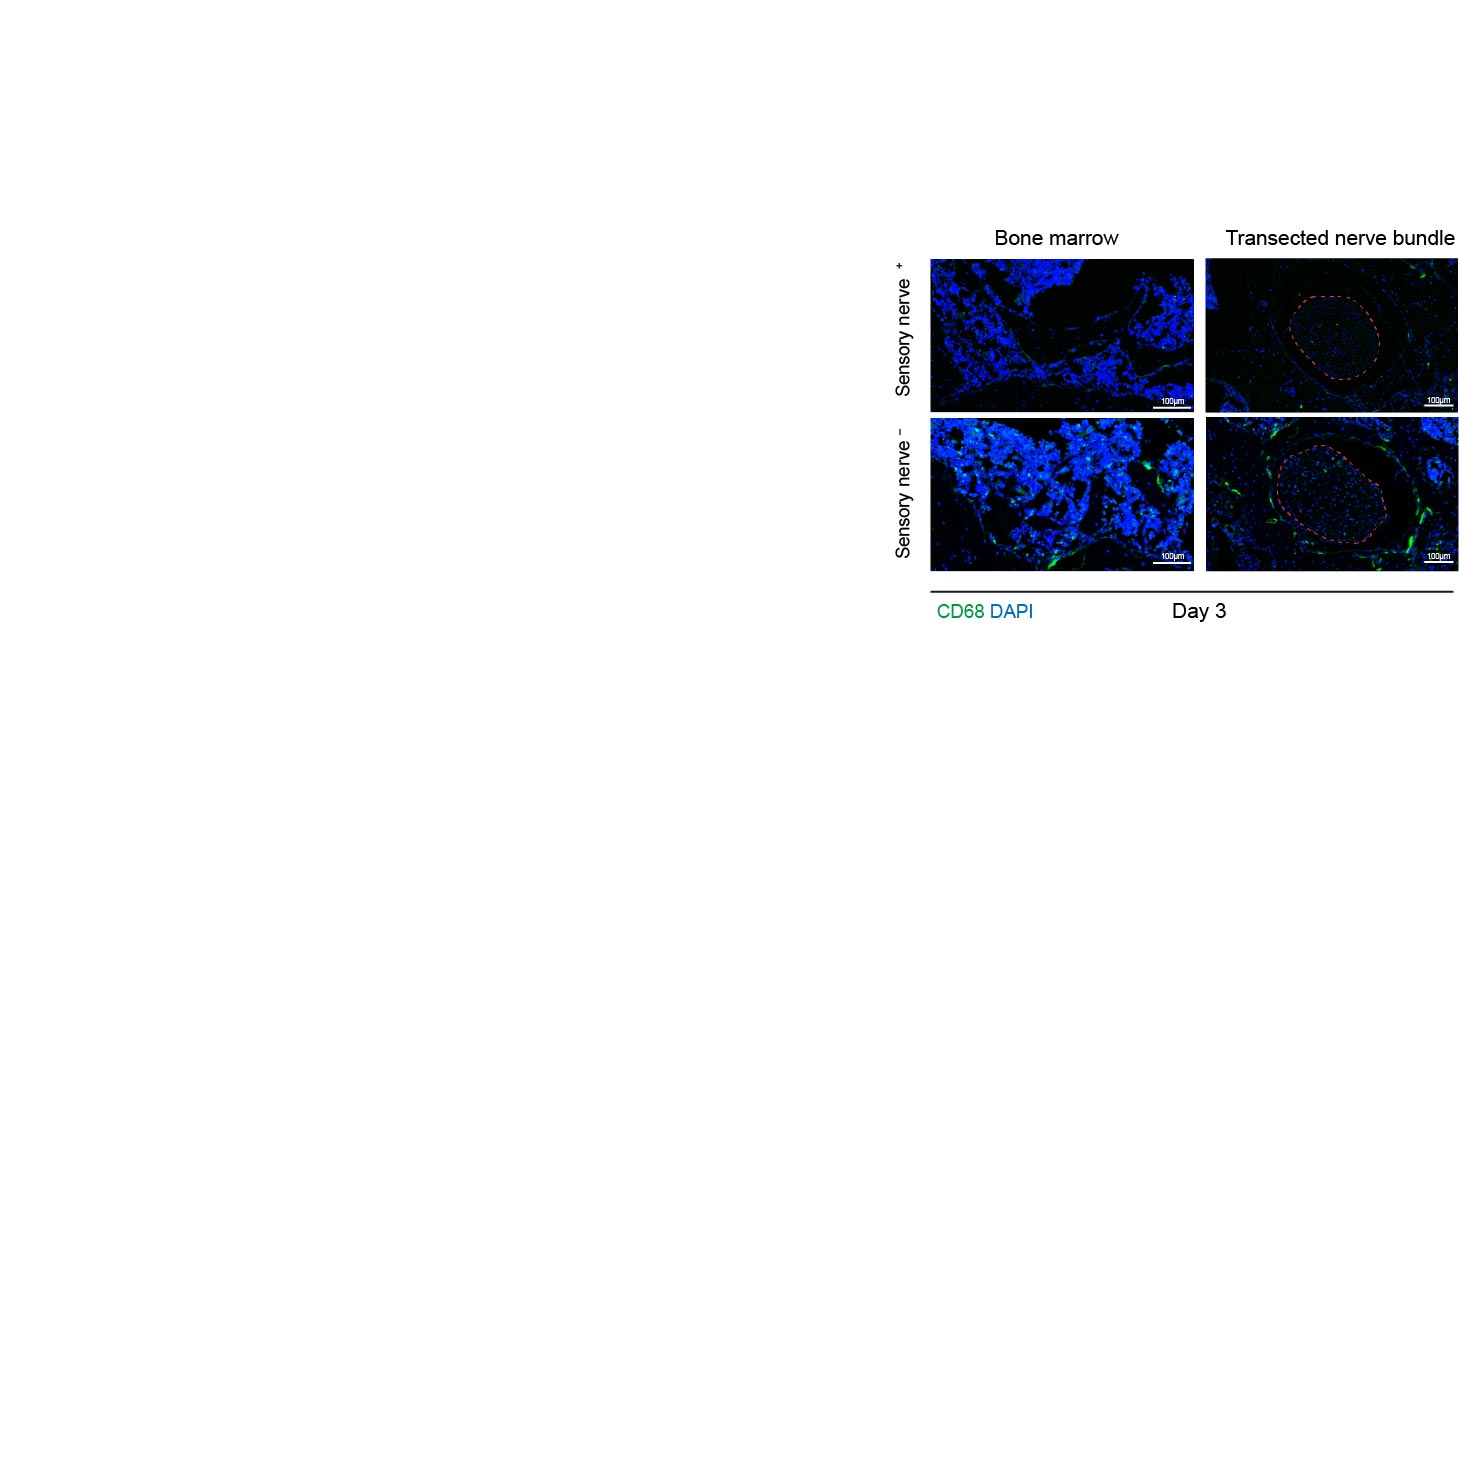

**Supplementary Figure 2**. Increased macrophage infiltration was limited to the bone (not the distal segment of the transected nerve). Representative immunofluorescence images labelling CD68^+^ macrophages on day 3 in bone marrow and endosteum, but not in the distal segment of the transected nerve (circled area) from the sensory nerve group. The sensory nerve^+^ group was provided as a comparison.

**
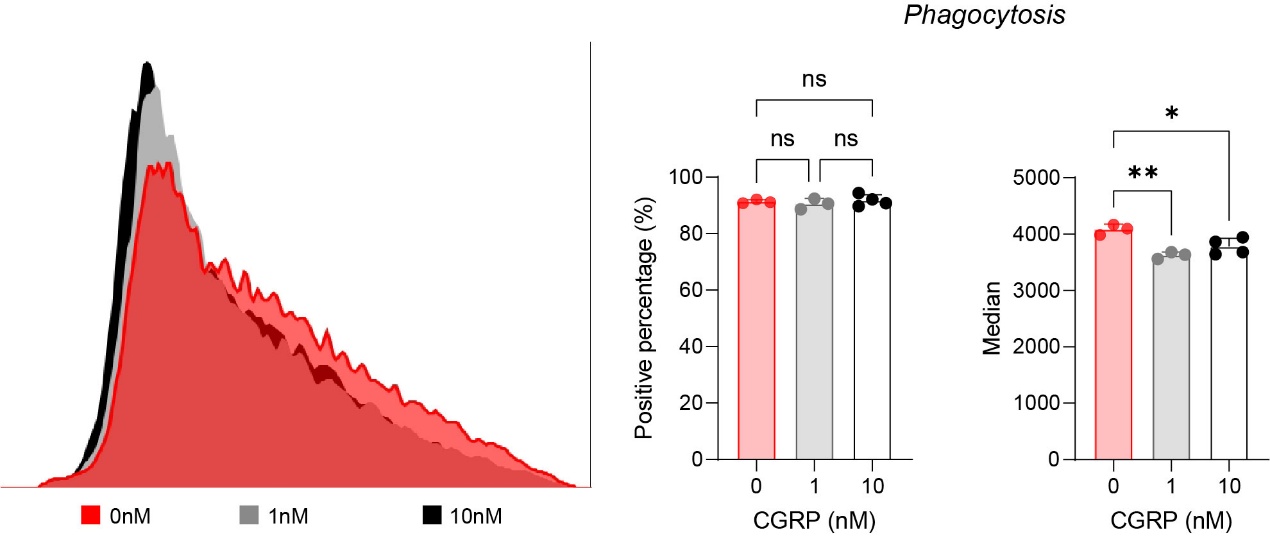
**

**Supplementary Figure 3**. CGRP inhibited phagocytosis efficiency. The histogram shows positive cells from the phagocytosis assay, measured by flow cytometry after 2 hours of incubation with or without CGRP, and the corresponding quantification of positive cell number and median fluorescence intensity in each group. **P*<0.05, ***P*<0.01 by one-way ANOVA with Tukey's multiple comparisons test, *n*=3-4 per group. Dots represent biological replicates. Data throughout are means ± SD.

**
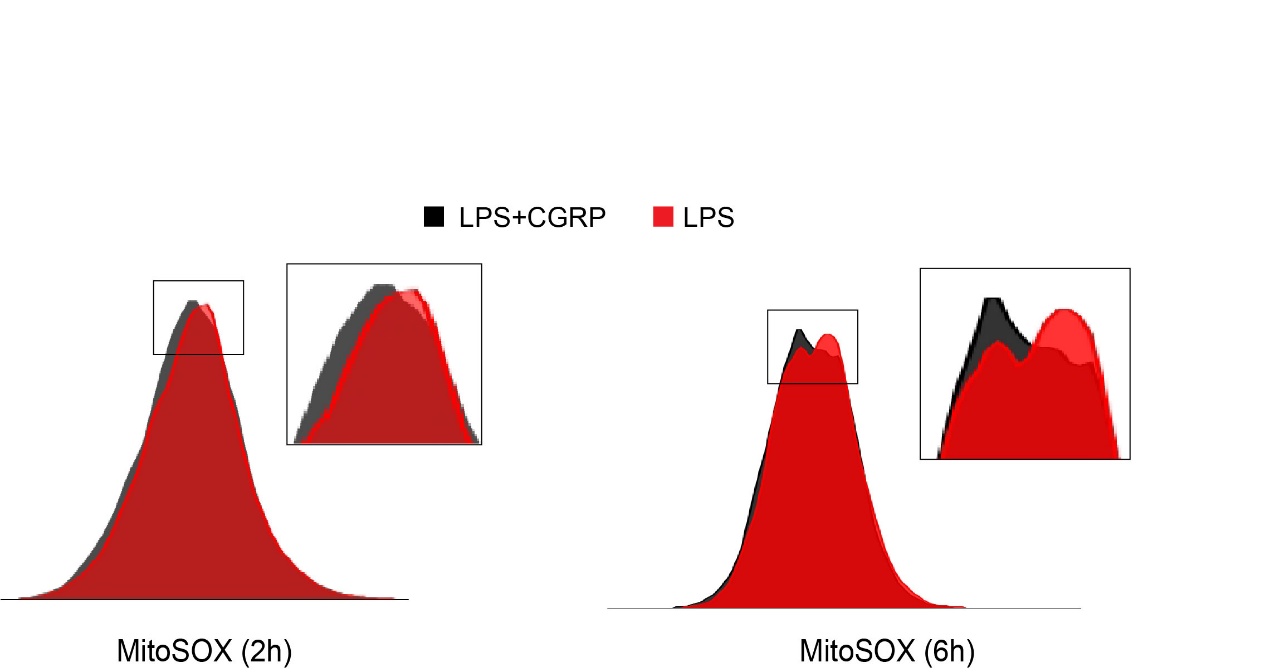
**

**Supplementary Figure 4**. The effect of CGRP on mitochondrial superoxide in response to LPS.. Histogram of MitoSOX labeled mitochondrial superoxide in activating macrophages measured by flow cytometry after 2 and 6 hours of stimulation with or without CGRP.

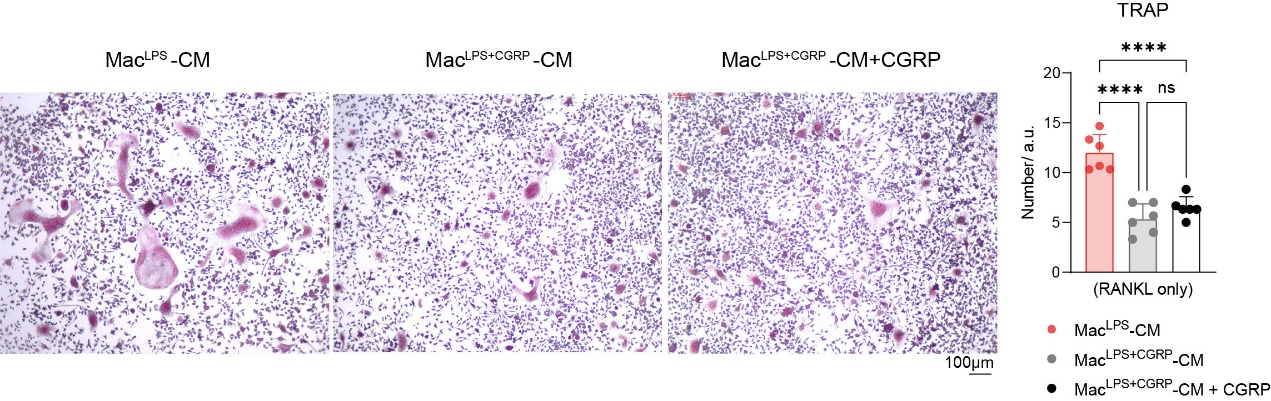

**Supplementary Figure 5.** TRAP staining for osteoclast differentiation without M-CSF. ****P<0.0001 by one-way ANOVA with Tukey's multiple comparisons test, n=6 per group. Dots represent biological replicates. Data throughout are means ± SD.

**Supplementary Table 1.** Primer sequence (Mouse).

| Gene name | Forward | Reverse |
| --- | --- | --- |
| *Gapdh* | GTGTCCGTCGTGGATCTGA | CCTGCTTCACCACCTTCTTG |
| *Il1b* | TGGAGAGTGTGGATCCCAAG | GGTGCTGATGTACCAGTTGG |
| *Nos2* | CACCAAGCTGAACTTGAGCG | CGTGGCTTTGGGCTCCTC |
| *Arg1* | AGAAATTTACAAGACAGGGC | ACTTAGGTGGTTTAAGGTAGTC |
| *Fos* | AAGTGGCAGCCAAGTG | TCAAATCCAGGGAGGCCACA |
| *Acp5* | CGTGCCCTTCGCAACATC | GCATCACTGTCCAGCATAAAG |
| *Ctsk* | CCAGTTTTACAGCAGAGGTGTG | CTTGCTTCCCTTCTGGGTG |
| *Oscar* | GCCCCCTATGTGCTATCACA | ACCAAGGATCCCAGCTTCTC |

How the deposited data were processed for this re-analysis (not part of the article)

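RNA-seq of rat healing tissue and of a mouse macrophage cell line was taken from the values that the authors deposited. In vivo, 23 rats were in 6 groups, sensory nerve+ and sensory nerve− at days 3, 7 and 14 after the defect, with 4 rats per group and 3 in the sensory nerve+ group of day 3. In vitro, 11 samples of macrophages were stimulated for 6 h with 100 ng/ml LPS, 6 without and 5 with 10 nM CGRP. Each rat and each culture was taken from the sample labels and counted as 1 sample.

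For the rat samples, the authors aligned reads with HISAT and deposited an expected count per gene, in which reads that map to several genes are shared out between them. Expected counts were rounded to whole numbers. For the macrophages, the authors counted reads with featureCounts and deposited a signal per gene and run that had been multiplied by 1 factor per run, as checked by recovering whole reads from it. The 2 runs of each sample were summed. Because the deposited signal is not a count, limma was used on it in place of the edgeR test that had been chosen for counts, with edgeR and DESeq2 on the recovered reads as alternatives.

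Library totals lay between 14854389 and 18742274 counts in the rat samples and between 55614185 and 71538840 reads in the macrophage samples. The floor was set at 3 counts.

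Rat counts were normalized by TMM, filtered by filterByExpr and tested with the quasi-likelihood test of edgeR 4.0.16, each comparison on its own groups. Macrophage values were scaled by TMM to CPM, and log2 of CPM plus 0.5 was tested with limma 3.58.1 with a trend in the prior variance. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Standard errors of edgeR's fold changes were derived from its F statistic. Means and SDs of single genes are of TMM-scaled CPM.

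Gene lists, 14 in vivo and 9 in vitro, were written by hand in place of Gene Ontology terms, which were not used here. A list was tested with camera at an inter-gene correlation of 0.01, and its value is the median log2 fold change of its tested genes. A list with fewer than 3 tested genes was left out. GSVA scores were computed with gseapy 1.3.1 and compared by exact permutation tests. Ranges of the adjusted p over alternatives are of fits that keep all samples, and the fits with 1 sample left out are given apart. The ranges also leave out the GSVA scores for the rat lists, because with 3 or 4 rats per group at least 8 lists would have to reach the smallest p for any to pass. The tests were run in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9.

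The genes named in the text were chosen by a rule. It takes every gene the paper names for a comparison, the 3 genes with the smallest adjusted p in each direction among those past the threshold without overlap between the groups, and the 3 genes with the smallest p in each list that a passage is about. A gene that the rule takes for the transmitter release list is not reported here. The comparisons, their tests, the gene lists, this rule and most alternatives were chosen before the data were examined. Alternatives added later are named as such where they are reported.

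The alternatives were DESeq2 1.42.0, RLE size factors, scaling by the library total, no filter or a stricter filter on low counts, the replicate number as a block, each sample left out in turn, all 23 rats in 1 fit, camera with an estimated inter-gene correlation, preranked enrichment with fgsea 1.28.0, GSVA scores, and each run as a sample or alone. Added after the data had been seen were edgeR on the recovered reads, pseudocounts of 0.1 and 1, the deposited signal without rescaling, limma with each run as a sample, a correction for transcript length and GC content, and scores of muscle or other tissues as covariates.

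Replicate numbers come from the sample labels. Whether samples with the same number deviate together from their group means was checked by permuting the pairs. The gene and list tests were tried on simulated data with known differences and with none for each comparison except day 3 against day 14, and the interaction of transection and day with known differences only. GSVA scores and the PCA were tried in the same 2 ways on data simulated for the macrophages.

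Positions of mouse genes are from the GENCODE vM21 annotation of GRCm38/mm10. For the rat, positions were left out because the annotation at hand is of another assembly than the one the reads were aligned to. Histology, immunofluorescence, ELISA, qPCR and respiration measurements were not analysed here, and neither were sequence reads.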

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

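The tests in this part were all chosen before their own results were seen, the tissue covariates after the data had been seen.

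In each group of 4 to 10 samples, the sample at either end of a list's scores was tested with Dixon's ratio, its gap to the nearest sample over the range of the group. Of 97 groups, 10 had a sample set apart, where chance gives 4.8 (1 in 20). Values below are mean log2 CPM of a list.

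Schwann cell genes of sensory nerve− replicate 2 at day 3 were at 5.47, with the other rats between 1.62 and 1.97 (ratio 0.910). A candidate explanation is nerve tissue in the sample. In 11 nerve genes kept out of the list, the same rat was highest, at 4.80 with the next at 1.54 (ratio 0.835).

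Skeletal muscle genes of sensory nerve+ replicate 2 at day 14 were at 3.74, with the others between 9.71 and 10.3 (ratio 0.912). Tooth genes of sensory nerve− replicate 1 at day 14 were at 1.53, with the others between −0.97 and −0.87 (ratio 0.964). Epithelium genes of sensory nerve− replicate 3 at day 7 were at 1.15, with the others between 0.32 and 0.45 (ratio 0.838). Schwann cell genes of sensory nerve− replicate 3 at day 14 were at 3.45, with the others between 2.61 and 2.75 (ratio 0.831). A difference in the tissue that was collected would give such values, but it was not tested for these rats, and no biological explanation was tested.

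Osteoblast genes of sensory nerve− replicate 1 at day 7 were at 3.90, with the others between 5.48 and 5.71 (ratio 0.871). Osteoclast genes of sensory nerve+ replicate 2 at day 14 were at 6.38, with the others between 5.90 and 5.98 (ratio 0.833). Macrophage genes of sensory nerve− replicate 3 at day 14 were at 5.36, with the others between 6.11 and 6.26 (ratio 0.834). Transmitter release genes of sensory nerve− replicate 1 at day 14 were at 1.67, with the others between 1.92 and 1.95 (ratio 0.902). Interferon response genes of LPS+CGRP replicate 4 were at 7.54, with the others between 7.59 and 7.60 (ratio 0.822). With as many sets of samples as these, chance cannot be told apart from a cause, and no cause was tested.

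The paper reports no RNA-seq comparison of sensory nerve− with sensory nerve+ tissue at day 14. There, the osteoclast list was higher in the sensory nerve− group in 17 of 18 genes, with a median log2 fold change of 1.42 (camera in edgeR, adjusted p = 1.41e-12, and 6.49e-19 to 0.244 over the alternatives that keep all rats). The osteoblast list was higher in 20 of 21 genes, with a median of 1.13 (camera in edgeR, adjusted p = 1.85e-10, and 3.18e-18 to 0.318 over the same alternatives). Both passed the threshold in 8 of the 8 fits with 1 rat left out. Of the 13 lists, 9 passed the threshold. The Schwann cell list had the smallest adjusted p, with 14 of 15 genes lower in the sensory nerve− group and a median of −1.86 (camera in edgeR, adjusted p = 6.82e-16), and skeletal muscle was lower in 20 of 20 genes, with a median of −2.72 (camera in edgeR, adjusted p = 9.80e-12). Of 14610 genes, edgeR called 0, with 1362 at an unadjusted p under 0.05, of which 635 were higher in the sensory nerve− group. Groups did not overlap in 475 genes (3.25%), where chance gives 2.86%. DESeq2 called 103 genes.

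Different tissue in the samples may account for these lists at day 14. With scores of muscle, tooth, epithelium and Schwann cell genes as covariates, 0 of the 5 lists on bone and macrophages had an adjusted p under 0.05, against 4 without. In this fit of all 23 rats, the osteoclast median was 1.44 without and 0.55 with the covariates (camera in edgeR, adjusted p = 1.12e-08 and 0.0566), and the osteoblast median 1.12 and 0.34 (camera in edgeR, adjusted p = 2.78e-06 and 0.318). A difference in library size between the groups was not found (two-sided exact permutation test, p = 0.371). Of the 8 splits of the rats that part as many same-numbered rats, 2 gave as many genes at an unadjusted p under 0.05 and 2 gave as many lists, and 8 splits cannot give a share under 0.05. Over all 35 splits, these numbers were 5 and 4. Transection may itself lower Schwann cell genes, in which case these covariates remove part of its effect. An effect of the nerve at day 14 cannot be told apart from a difference in tissue.

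For the osteoblast list, the effect of transection was higher at day 14 than at day 7 by 1.52 on the log2 scale. Permuting the group labels within each day gave a p of 0.0845, adjusted to 0.394 over the lists, so a difference between the days by chance remains.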

How the results depend on the processing

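No test was chosen for this part after a result was seen; the tissue and muscle covariates, the deposited signal without rescaling, limma on runs, edgeR on recovered reads, other pseudocounts and the length and GC correction were chosen after the data had been seen. The cause of a change was not tested unless a sentence says so.

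The comparisons gave 625 values in 39 results under alternatives, of which 471 kept their direction and side of the threshold (for counts, stayed within 1.5 times), 55 became weaker, 14 stronger, 21 reversed and 64 counts or shares moved. Values of the genes named in the text numbered 957 in 78 results (829 same, 61 weaker, 35 stronger, 32 reversed), and for 5 lists at day 14, 80 (60, 13, 5 and 2). The interferon and chemokine lists passed the threshold under each alternative, and reversed only without rescaling.

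With DESeq2, the number of genes called was 87 in vitro (3 in limma), 1 at day 7 (0 in edgeR), 103 at day 14 (0), 2750 between days 3 and 7 (1002; 1000 shared) and 3409 between days 3 and 14 (871; 869 shared). In data simulated without a difference, DESeq2 called 28 to 43 genes at in vivo depths. Runx2 between days 3 and 7 reversed to 0.0010.

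With GSVA scores, lists past the threshold numbered 2 in vitro (7 by camera) and 0 in each in vivo comparison. The in vivo number shows nothing about stability: with a smallest p of 0.0286, at least 8 lists would have to reach it for an adjusted p under 0.05. Other lists changed as well; of those that stand for statements of the paper, past it by camera and not by these scores were nuclear OXPHOS (difference of scores −0.403), genes of the mitochondrial genome (0.460), cytokines (−0.353) and phagocytosis (−0.252); at day 7 osteoblast (−0.172), cartilage (−0.430), osteoclast (0.399), collagen degradation (0.306) and macrophage (0.504); at day 3 neuropeptides (−0.348); against day 7 acute inflammation (0.650) and leukocyte activation (0.596); and against day 14 acute inflammation (0.432).

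With the inter-gene correlation estimated, lists past the threshold numbered 2 in vitro and 0 in each in vivo comparison. The medians stay as they are, and among the same lists, no longer past it were nuclear OXPHOS (−0.026), genes of the mitochondrial genome (0.10), cytokines (−0.047), phagocytosis (−0.011), osteoblast (−0.51), cartilage (−0.66), osteoclast (0.86), collagen degradation (0.48) and macrophage (0.72) at day 7, neuropeptides (−0.21) at day 3, acute inflammation (1.49) and leukocyte activation (0.72) against day 7, and acute inflammation (1.07) against day 14.

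With the replicate block, 28 genes were called in vitro (3 without), 43 between days 3 and 7 (1002) and 0 between days 3 and 14 (871; 1852 at an unadjusted p under 0.05). At day 3, 10 lists passed the threshold (6 without), sensory neurons became stronger (−0.36) and transmitter release reversed (0.039). Leukocyte activation against day 14 became stronger (0.54). Glycolysis (−0.0011) and Tnf (0.0017) in vitro and Nos2 at day 7 (0.21) reversed. Same-numbered samples deviated together with a correlation of 0.0429 in vitro (one-sided exact permutation test, p = 0.168), 0.0873 at day 3 (p = 0.417), 0.0079 at day 14 (p = 0.5), −0.00465 for days 3 and 7 (p = 0.458) and −0.0741 for days 3 and 14 (p = 0.917), all by that exact test.

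With the library total, 11 genes were called in vitro (1 higher and 10 lower; 1 and 2 by TMM), 579 between days 3 and 7 (72 higher and 507 lower; 269 and 733) and 547 between days 3 and 14 (189 higher and 358 lower; 465 and 406). Sensory neurons at day 3 became stronger (−0.25). Collagen degradation at day 14 reversed (−0.041), where this scaling moves the median of all genes by −0.41.

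Without rescaling of the deposited signal, 18 genes (11 higher and 7 lower) and 4 lists passed the threshold in vitro, and nuclear OXPHOS (0.089), interferon (0.040), chemokine (0.063), cytokine (0.052) and phagocytosis (0.11) reversed. The shift of all genes by 0.11 shows the cause: relative to it, none of these lists is higher.

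With each run as a sample, DESeq2 called 477 genes in vitro, edgeR 268 and limma 309, and run 1 alone gave 7. Of the 3 genes called in limma on summed samples, each of the first 3 settings shared 2. On recovered reads, edgeR called 0, with 1348 at an unadjusted p under 0.05. With at least 10 counts in every sample, 14 genes were called. With length and GC correction, 12 were called and glycolysis became stronger (0.0146).

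With all genes that had at least 1 count, 3 lists passed the threshold at day 3, neuropeptides became weaker (−0.19), 9 lists passed it between days 3 and 14, and leukocyte activation became stronger there (0.30). In vitro, this setting called 2 genes, Elp5 and Mpp4, named here after their values were seen and shared with none of the 3. With fgsea, neuropeptides became weaker (normalized enrichment score −1.51) and sensory neurons against day 7 reversed (0.849). With all 23 rats, 2606 genes were called between days 3 and 14 (812 shared).

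With tissue covariates, 1 list passed the threshold at day 7, and cartilage (−0.20), osteoclast (0.38), collagen degradation (0.34) and macrophage (0.21) became weaker; in the same fit without covariates they were −0.88, 0.86, 0.49 and 0.72. At day 14, 3 lists passed it and macrophage reversed (−0.026, against 0.44 without). With the muscle covariate, 0 genes were called between days 3 and 7 (1875 at an unadjusted p under 0.05), but this score separates the days, so the number shows nothing about stability.

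In the PCA, the share of variance between the groups became weaker without scaling (10.3%). PC1 moved to 15.4% without scaling, 15.4% with at least 1 count and 13.7% with runs as samples, and PC2 to 11.7% with at least 1 count and 8.28% with runs as samples.

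Leaving out each sample in turn gave these ranges. Genes called were 0 to 25 in vitro, 254 to 1547 between days 3 and 7 and 0 to 3133 between days 3 and 14. The share between groups in the PCA was 13.3% to 17.1%, PC1 19.4% to 21.6% and PC2 12.9% to 14.6%. In vitro, glycolysis was −0.0015 to 0.0125, cytokines −0.0676 to −0.0148 and phagocytosis −0.0162 to −0.0054. Between days 3 and 14, lists past the threshold were 3 to 9, acute inflammation 0.53 to 1.35, leukocyte activation −0.017 to 0.86 and sensory neurons −1.29 to 0.32; between days 3 and 7, sensory neurons were −0.42 to 0.17. At day 14, cartilage was 0.012 to 0.82 and collagen degradation 0.25 to 0.44. At day 3, neuropeptides were −0.19 to −0.020, sensory neurons −0.54 to −0.15 and transmitter release −0.26 to 0.12. At day 7, lists past the threshold were 6 to 10, collagen degradation 0.15 to 0.69, osteoblast −0.88 to −0.12 and osteoclast 0.17 to 1.19.

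Among genes, leaving out a sample reversed Il1a (−0.035 to 0.024), Mmp9 (−0.028 to 0.00027), Il1b (−0.0073 to 0.038) and Tnf (−0.016 to 0.0017) in vitro; Nos2 (−1.21 to 1.81) and Runx2 (−0.32 to 0.13) at day 7; Nos2 (−2.16 to 0.20), Acp5 (−0.46 to 1.12) and Cd68 (−0.067 to 0.47) at day 3; Nos2 (−0.34 to 2.37) at day 14; Runx2 (−0.28 to 0.34), Cd68 (−0.14 to 0.46) and Gap43 (−0.55 to 0.48) between days 3 and 7; and Runx2 (−0.40 to 0.21) and Nos2 (−0.086 to 2.08) between days 3 and 14.

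Between rats of a condition, the chi-square statistic per gene was 54.7 to 1124 (median 243), where counting error alone gives about 1. Spread between rats is thus far above what depth alone gives. In simulated data, limma recovered 63.5% of 200 genes at a log2 fold change of 0.25 in vitro, and edgeR recovered 76.5% to 85% of 200 at a log2 fold change of 3 in vivo. Smaller differences in single genes were not tried.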

Differences from the paper's values

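No test was chosen for this part after a result was seen.

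The paper reports 753 differentially expressed genes between LPS+CGRP and LPS, and limma called 3 in the summed samples. Single genes with changes as small as those of Fig. 5E were not simulated, so 3 calls do not show that other genes are unchanged. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The highest count was 477, from DESeq2 with each run as a sample, followed by 268 from edgeR with each run as a sample and 87 from DESeq2 on the summed reads. Of the alternatives added after the values had been seen, limma with each run as a sample gave the highest count, 309.

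Of the 28 genes in Fig. 5E, which the paper calls, limma called 1 over all genes. DESeq2 called 27 with each run as a sample and 7 on the summed reads, and edgeR called 20 with each run as a sample.

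In Fig. 5A, dimension 2 holds about 8.3% of the variance, read by eye, and it held 12.9% here. Of the alternatives set before the data were examined, all genes with at least 1 count (11.7%) and each run as a sample (8.28%) came within 1.5 times of the figure. Genes without scaling (12.6%) and each sample left out in turn (12.9% to 14.6%) did not. Each run as a sample came closest. It also came closest on dimension 1, with 13.7% against about 14.0% in the figure and 19.7% in the summed samples. The paper's text does not state whether runs were summed.

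The paper states that the samples of a group lie together and the groups apart in the PCA. LPS replicate 6 had a PC1 score of 51.6, within the range of LPS+CGRP samples (2.04 to 75.2).

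The paper describes the transcriptional features of the day 7 groups as distinct. There, edgeR called 0 genes, with 215 at an unadjusted p under 0.05, and DESeq2 called 1, Col2a1 (adjusted p = 0.00441), a gene named here after its values were seen.

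The paper states that sensory perception was enriched at day 3 over days 7 and 14. The sensory neuron list scored lower at day 3 by GSVA, with a difference of −0.215 (exact permutation test, p = 0.333, adjusted p = 0.467, where 1 list alone cannot go below 0.0848), and its median log2 fold change was −0.22 against each of the later days. Against day 7, the tests by camera in edgeR (adjusted p = 0.935) and by fgsea (normalized enrichment score 0.849, adjusted p = 0.749) lay in the paper's direction. The adjusted p of camera or fgsea ranged from 0.720 to 0.992 over the alternatives, and that of camera from 0.534 to 0.999 with 1 rat left out. Against day 14, camera in edgeR lay in the other direction (adjusted p = 0.226, and 0.205 to 0.768 over the alternatives). Of the 7 fits against day 14 that each left out 1 rat, 3 had a median in the paper's direction and did not pass the threshold, and the 1 that passed was lower at day 3 (−1.29, camera in edgeR, adjusted p = 0.0422). The paper also states enrichment of leukocyte activation by day 3, specifically of MCP-1 production and monocyte aggregates. Its figure names no adjustment, while results here were adjusted over 14 lists, and none of these stood for those terms alone. The acute inflammation list holds the MCP-1 gene, Ccl2. Its GSVA difference was 0.632 (exact permutation test, unadjusted p = 0.0182, adjusted p = 0.113), so it passes 0.05 only without adjustment. The leukocyte activation list had a GSVA difference of 0.474 (exact permutation test, unadjusted p = 0.206, adjusted p = 0.412). By camera in edgeR, its adjusted p was 3.27e-06 against day 7 and 0.0531 against day 14. Against day 14, camera in edgeR passed the threshold with the replicate block (median 0.54), with all genes that had at least 1 count (0.30), without sensory nerve+ replicate 2 of day 14 (0.86) and without sensory nerve+ replicate 2 of day 3 (0.56). Of the 7 fits against day 14 with 1 rat left out, 2 passed and 1 had a median in the other direction (−0.017). With the inter-gene correlation estimated, the adjusted p from camera in edgeR was 0.775.

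The paper states that neurotransmitter secretion was enriched at day 3 with the nerve. The transmitter release list had a median log2 fold change of −0.11, sensory nerve− over sensory nerve+, which has the paper's direction but did not pass the threshold (camera in edgeR, adjusted p = 0.304). It passed without sensory nerve+ replicate 1 (−0.26, camera in edgeR, adjusted p = 0.00768), and in the other 6 fits that each left out 1 rat it did not. In 2 of these fits the median had the other direction (up to 0.12), as it had with the replicate block (0.039).

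The paper states that genes of mitochondrial energy metabolism were lower with CGRP. The 13 genes of the mitochondrial genome were higher in 12 cases, with a median log2 fold change of 0.10, as are the 3 of them in Fig. 5E.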

Other observations

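Chosen after the results were seen were the test of a shift shared with ribosomal protein genes and the test of reads shared with copies of Gm20775.

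Other splits of the 11 macrophage samples were tested in the same way as the real one, 100 in number. Of the 32 that part as many same-numbered samples, 2 gave as many genes with an adjusted p under 0.05 in limma (3 or more) and 3 gave as many at an unadjusted p under 0.05. As many lists past the threshold (7) came from 8 of the 32. With each run as a sample in limma, 3 of the 32 gave as many as the 309 genes called, and other splits gave up to 1078. Over the 100 splits, these numbers were 2, 7, 22 and 7, the real split included.

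The median of the nuclear OXPHOS list was as far from 0 in 8 of the 32 splits (13 of 100), that of genes of the mitochondrial genome in 9 (14 of 100), and that of the interferon response list in 1, the real one (1 of 100). A difference by chance between samples thus remains for the OXPHOS lists and is excluded at a share under 0.05 for the interferon list.

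For the lower nuclear OXPHOS list, gene length or GC content bias was tested by a correction, which left a median log2 fold change of −0.0144 against −0.026 without it, so this bias may account for part of the shift but not for all of it. Ribosomal protein genes were lower as well, with a median of −0.027 in 78 of 86 genes. With their score as a covariate, the OXPHOS median was −0.00997 (camera in limma without a permutation, p = 0.00158), so a shared shift may account for part of it. A difference in library size between the groups was not found (two-sided exact permutation test, p = 0.539). Because chance remains, the shift cannot be told apart from variation between samples.

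For the interferon response list, the correction for length and GC content left −0.0667 and the ribosomal protein score left −0.066, against −0.077. An effect of CGRP on interferon response genes is a hypothesis that these tests leave standing, in 1 cell line at 1 time point.

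Gm20775 was called higher with CGRP. In 6 of the 6 samples with reads of it, they were in 1 of the 2 runs only, which a difference in expression between samples would not give. A candidate explanation is that reads are shared between near-identical copies and assigned to 1 of them by run. In 220 genes, a sample had 0 reads in one run and at least 10 in the other. The median share of their sequence found in another gene was 96.9%, against 8.10% in genes matched to them (permutation test, p = 0.0001, the smallest that 10000 draws can give).

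CGRP acts through a receptor formed by CALCRL and RAMP1. Calcrl had 18829 to 26189 reads per macrophage sample. Ramp1 had 0 reads in all 22 runs, with a floor of 3 counts or 0.0419 to 0.0539 CPM. Reads shared with other genes are not a likely reason for its absence, since 0% of the 31-base sequences of Ramp1 are found in another gene. Ramp2 had 2 to 13 reads and Ramp3 0 to 1. In the rat tissue, Ramp1 had 46 to 321 counts and Calcrl 378 to 2269. These are the mRNA levels alone, and the reason for the absence was not tested further.

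At day 7, of the 8 splits that part as many same-numbered rats, 5 gave as many genes at an unadjusted p under 0.05 (215) and 1, the real one, gave as many lists past the threshold (10). Over all 35 splits, these numbers were 30 and 1, and other splits gave 2 to 7 lists. At day 3, all 8 gave as many genes at an unadjusted p under 0.05 (122) and 5 as many lists (6), and over all 35 splits 32 and 25. Between day 3 and day 7, 1 of 8 gave as many genes past the threshold (1002) and 3 as many lists (6), and over all 35 splits 1 and 22. Between day 3 and day 14, 1 of 8 gave as many genes (871) and 7 as many lists (5), and over all 35 splits 2 and 29. In each of these, 8 splits cannot give a share under 0.05.

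For a difference between the days in the effect of transection, edgeR called 0 of 15858 genes, with 475 at an unadjusted p under 0.05 and a smallest adjusted p of 0.998. In simulated data this test recovered 84.5% of 200 genes at a log2 fold change of 4, and smaller differences were not tried, so 0 calls do not show that the effect is the same on all days. Of 60 drawings of nerve labels within each day, the real one included, 34 gave as many at an unadjusted p under 0.05.

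For the bone lists at day 7, another annotation in the separate table would leave genes at 0 in this group and present in every other, and there were 0 such genes. Another way of counting reads need not leave genes at 0, and this test cannot exclude it. Different tissue in the samples may account for part of the lists, since with tissue scores as covariates 1 of the 5 lists, osteoblast, passed the threshold, against 5 without in the same fit. The osteoblast median was −0.38 in both (camera in edgeR, adjusted p = 0.0013 without and 0.00229 with the covariates). In the same fit the osteoclast median went from 0.86 to 0.38, and the cartilage median from −0.88 to −0.20. Collagen degradation went from 0.49 to 0.34 and macrophage from 0.72 to 0.21. For the osteoblast list, this argues against a share of muscle, tooth, epithelium or Schwann cells as the cause. Tissues without a score remain open. A difference in library size was not found (two-sided exact permutation test, p = 0.771). A separate processing batch could not be tested, since 0 sensory nerve+ samples were in that table, so the lists cannot be told apart from a batch or another way of counting.

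The macrophage list at day 7 had a median log2 fold change of 0.72, sensory nerve− over sensory nerve+, with 19 of 20 genes higher (camera in edgeR, adjusted p = 4.51e-09, and 3.17e-12 to 0.359 over the alternatives that keep all rats). At day 3 its median was −0.13, with 16 of 20 genes lower (camera in edgeR, adjusted p = 0.272). At day 14 it was 0.43, with 18 of 20 genes higher (camera in edgeR, adjusted p = 0.000176). Acute inflammation had the smallest adjusted p at day 3 (camera in edgeR, 0.000354, and 0.774 with the inter-gene correlation estimated). That list was lower without the nerve in 23 of 28 genes, with a median of −0.43.

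Skeletal muscle genes were lower at day 3 than at day 7. With the muscle score as a covariate, 0 genes were called between the days, with 1875 at an unadjusted p under 0.05. The score was 0.998 to 2.13 in the sensory nerve+ rats of day 3 and 8.07 to 10.2 in those of day 7, so the covariate stands for the day itself and the loss of calls shows nothing about tissue. Different tissue in the samples cannot be told apart from a change of the tissue with healing.

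For genes behind other assays of the paper, the macrophages gave log2 fold changes, LPS+CGRP over LPS, of 0.011 for Il1b, −0.042 for Nos2, −0.0084 for Tnf and −0.056 for Il6. Their adjusted p in limma were 0.957, 0.674, 0.899 and 0.822. By qPCR at 6 h, the time sequenced here, the paper reports Il1b and Nos2 mRNA lower with CGRP, and neither was called here. The paper's falls in TNFα and IL-6 are of secreted protein at a later time, as are those of the cytokine array. Of the genes behind the array, Ccl3 (−0.054), Ccl22 (−0.061) and Ccl2 (−0.053) were lower at an unadjusted p of 0.0205, 0.0380 and 0.0407 (adjusted p = 0.416, 0.476 and 0.476 from limma). Ccl6 (−0.11), Cxcl2 (0.033), Il1a (−0.0096) and Mmp9 (−0.015) had adjusted p values of 0.587, 0.731, 0.967 and 0.878 from limma. Arg1 had too few reads to be tested.

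In the rat tissue, log2 fold changes of sensory nerve− over sensory nerve+ for Runx2, Acp5, Cd68, Nos2 and Gap43 were 0.53, 0.22, 0.23, −1.20 and −0.67 at day 3 (adjusted p = 0.99998 from edgeR for each), and at day 7 −0.16, 1.20, 1.00, −0.28 and −1.69 (adjusted p = 0.9997 from edgeR for each). Gap43 at day 7 had an unadjusted p of 0.00953 from edgeR and no overlap between the groups. At day 14, the fold changes were 0.78, 2.12, 0.97, 1.58 and −0.67 (adjusted p = 0.519, 0.519, 0.519, 0.631 and 0.699 from edgeR). In sensory nerve+ rats, those of day 3 over day 7 were −0.036, −0.89, 0.13, 2.68 and −0.24 (adjusted p between 0.244 and 0.964 from edgeR), and those over day 14 were −0.11, −0.87, 1.25, 1.31 and −1.48 (adjusted p between 0.0663 and 0.875 from edgeR).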
